# Transcriptomic profiling and regulatory pathways of cardiac resident macrophages in aging

**DOI:** 10.1007/s00018-024-05235-x

**Published:** 2024-05-20

**Authors:** Guofang Xia, Simeng Zhu, Yujia Liu, Jingwei Pan, Xiaoqing Wang, Chengxing Shen, Ailian Du, Congfeng Xu

**Keywords:** Aging, Macrophages, Cardiac resident macrophages, Transcriptomic profiling, Smart-Seq

## Abstract

Cardiovascular diseases are an array of age-related disorders, and accumulating evidence suggests a link between cardiac resident macrophages (CRMs) and the age-related disorders. However, how does CRMs alter with aging remains elusive. In the present study, aged mice (20 months old) have been employed to check for their cardiac structural and functional alterations, and the changes in the proportion of CRM subsets as well, followed by sorting of CRMs, including C-C Motif Chemokine Receptor 2 (CCR2)^+^ and CCR2^–^ CRMs, which were subjected to Smart-Seq. Integrated analysis of the Smart-Seq data with three publicly available single-cell RNA-seq datasets revealed that inflammatory genes were drastic upregulated for both CCR2^+^ and CCR2^–^ CRMs with aging, but genes germane to wound healing were downregulated for CCR2^–^ CRMs, suggesting the differential functions of these two subsets. More importantly, inflammatory genes involved in damage sensing, complement cascades, and phagocytosis were largely upregulated in CCR2^–^ CRMs, implying the imbalance of inflammatory response upon aging. Our work provides a comprehensive framework and transcriptional resource for assessing the impact of aging on CRMs with a potential for further understanding cardiac aging.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00018-024-05235-x.

## Introduction

As life expectancy increases and the aged population (> 65 years old) grows, age-related disorders, especially cardiovascular diseases, pose a grave global challenge to public health and a substantial economic burden on healthcare system [1]. Age-related cardiac alterations, such as cardiac hypertrophy, myocardial fibrosis, diastolic dysfunction and cardiac reserve capacity decline, progressively increase the vulnerability of individuals to cardiovascular diseases [2]. It is commonly accepted that immuno-senescence and consequent inflammaging play a critical role in aging and age-associated disorders, including cardiac pathology. However, how senescent immune cells contribute to cardiac function and pathology with aging still remains unclear.

As prevalent immune cells in heart, cardiac resident macrophages (CRMs) have been demonstrated to be pivotal for cardiac development, homeostasis, and function such as electrical conduction. They also facilitate wound healing and cardiac repair after injury such as myocardial infarction. Distinct subsets of cardiac macrophages have been identified in the heart, and they possess particular roles in various pathophysiological conditions [3, 4]. Ontogenically, CRMs consist of C-C Motif Chemokine Receptor 2 (CCR2)^–^ subset, which is yolk-sac-derived, and CCR2^+^ subset, which is monocyte-derived [5]. CCR2^–^ CRMs are critical for cardiac homeostasis, and undergo gradual loss upon injury and aging, while CCR2^+^ CRMs are recruited and contribute to resident macrophages [6]. Recently, single-cell RNA sequencing (sc-RNAseq) revealed that both CCR2^–^ and CCR2^+^ subsets of CRMs are enriched in pathways of wound healing, angiogenesis, and vasculature development in cardiac development and cardiovascular diseases [7]. In addition, CCR2^–^ subset is mainly involved in pathways of cellular transport and endocytosis, while CCR2^+^ subset implies more in pathways concerning immune effector processes [8].

Although CRMs have been studied physiologically and pathologically, their roles in aging have not been fully explored [9–11]. Actually, both pros and cons of macrophage-mediated inflammation with aging have been referred to in literature [12]. In this study, we sorted cardiac macrophages, both CCR2^–^ and CCR2^+^ subsets, from aged mice (20 months old), and subjected them to Smart-Seq, and we then integrated our phenotypic, flow cytometric and multicellular Smart-sequencing data to create a comprehensive transcriptional framework of CRMs in aged hearts. Our work provides transcriptomic profiling of CRM populations in aged mice, contributing to establishing macrophage transcriptomic resource, and to provoke further research on the application of macrophage regulation for aging-related diseases.

## Materials and methods

### Animals

Female C57BL/6J young (3 months old, *n* = 10) and aged (20 ± 0.5 months old, *n* = 14) mice were used in this study. All mice were obtained from and kept in the specific pathogen-free facility of Shanghai Model Organism Center (Shanghai, China). All mice were fed with normal chow diets and sterile water ad libitum.

### FACS sorting of CRMs

Mice were anesthetized with 2.5% isoflurane and intracardially perfused with cold PBS to exclude blood. Hearts were harvested, and left ventricles were separated for further procedures. The left ventricle tissue was minced into ~ 1mm^3^ pieces with fine scissors and digested in PBS with 450 U/mL type I collagenase (Worthington Biochemical Corporation, Lakewood, NJ, USA), 450 U/mL type II collagenase (Worthington Biochemical Corporation), 150 U/mL type IV collagenase (Worthington Biochemical Corporation) and 60 U/mL DNase I (Worthington Biochemical Corporation) for 60 min at 37℃ with gentle agitation. Subsequently, the hearts were repeatedly aspirated with a pipette, passed through a 70-µm cell strainer, and washed with PBS. The single cell suspensions were incubated with anti-CD16/32 antibody (clone 93, eBioscience) on ice for 15 min. Subsequently, the cells were washed once and incubated with the following antibodies on ice for 30 min: anti-CD11b-BV605 (clone M1/70, BD Bioscience), anti-CX3CR1-PE-cy7 (clone SA011F11, Biolegend) and anti-CCR2-BV421 (clone SA203G11) antibodies. All labeled cells were passed through a FACSAria™ III Cell Sorter (BD Biosciences, US) and, after proper gating, at least 5000 CRMs were sorted for further sequencing. Data were analyzed using FlowJo software (TreeStar Inc. US).

### Sample preparation and Smart-Sequencing

Total RNA was extracted using TRI Reagent (Sigma Aldrich, US) from FACS-sorted CRMs. Sequencing libraries were prepared using the Smart-Seq v4 Ultra Low Input RNA Kit from Clontech (Japan). The library preparation procedures involved the following steps: (1) reparation of cDNA library; (2) Purification and size selection of cDNA fragments (150–300 bp); (3) Preparation of sequencing-ready library (by incorporating i5 and i7 adaptors using the PCR method); (4) Quality control of the library (by assessing its size and concentration using Agilent 2100 Bioanalyzer); (5) Sequencing of the library performed on Illumina platforms using a 2 × 150 bp paired-end sequencing protocol.

### Bioinformatic analysis for cardiac macrophages Smart-Seq

The bioinformatic analysis pipeline of Smart-Seq data was designed according to the guideline written by Conesa A, et al. [13]. The read quality for raw reads was performed by FastQC and poor-quality sequences and adaptors were trimmed with Cutadapt software. Reads were mapped to reference mouse genome and transcriptome (Ver. 101) with HISAT2. The assembly of mapped reads was conducted using StringTie. Differential expression analysis was performed by *DESeq2* (v 3.18) with log2 (fold change) set to > 2 or < -2, FDR < 0.05. Principal coordinate analysis of the transformed data of all samples was conducted with plotPCA function in *DESeq2*. The relevance between different samples was compared with pearson correlation coefficient. Heatmaps of DEGs were Hierarchically clustered using hclust function in stats (v 3.6.2). For performing principal component analysis (PCA), raw counts were normalized, transformed using vld method and visualized using PCAplot function in *DESeq2* package. Gene ontological (GO) analysis was performed and visualized with clusterProfiler (version 3.0.4). Pathway and transcription factors enrichment was performed with g: Profiler [14] and the OmicStudio tools at https://www.omicstudio.cn/tool. The alternative splicing analysis was performed using OmicStudio tools and enriched for GO process using g: Profiler.

### Integrated bioinformatic analysis of single-cell sequencing

The scRNA-seq datasets included in this analysis were obtained from ArrayExpress database (E-MTAB-7869 and E-MTAB-13,093) [15, 16] and Tabula Muris Senis [17]. The count data was cleared according to the following criteria: unique molecular identifiers between 200 and 500; and < 15% of mitochondrial genes to filter low-expression cells and for quality control. After the quality-control procedure, all the features were log-normalized and scaled by multiplying 10,000 as scale factor using Seurat v5 [18]. To integrate the three scRNA-seq datasets, we used a strategy that combined canonical correlation analysis and mutual nearest neighbors to identify the cross-sample gene pairs as “anchors”, which corrects for batch effect between datasets [19]. The top 2000 genes with the highest variance were used to apply PCA, and the first 15 dimensions revealed from PCA were used for Uniform Manifold Approximation and Projection (UMAP) and Leiden clustering. *Wilcoxon* rank-sum test (with min.pct = 0.25, logfc. threshold = 0.25) was performed to identify differentially expressed genes (DEGs) among clusters (also known as cluster markers). Single-cell trajectory analysis for macrophages was performed with *Monocle 3* (v.1.3.5) algorithm (https://cole-trapnell-lab.github.io/monocle3), and the trajectory was built on the UMAP from Seurat tool. To identify the DEGs between young and aged murine CRMs, pseudo-bulk RNA analysis was conducted by aggregating the counts for gene expression in all CRMs from each sample to form the pseudo-bulk count matrix and DEGs were generalized with *DESeq2* method [20].

### Quantitative polymerase chain reaction (qPCR)

Mice were anesthetized using 2.5% isoflurane and intracardially perfused with pre-cold PBS to exclude intravascular blood. Upon sacrifice, heart samples were harvested and frozen with liquid nitrogen for extracting total RNA using TRI Reagent (Sigma Aldrich). Reverse transcription was processed with HiScript II Reverse Transcriptase (Vazyme, Jiangsu, CN) according to the manufacturer’s instructions. Real-time PCR analysis was conducted on a Light Cycler 96 Real-Time system (Roche) for 45 cycles, using a SYBR qPCR Master Mix (Vazyme). qRT-PCR for *Cfb*, *C4b*, *C6*, *Cxcl13*, *Ccl8*, *Grb2*, *Rac1*, *Rhoh*, *Nr2c2*, *Ccl24*, *Igf1* was performed using the primer pairs in Suppl. Table 1.

### Histology

Mice were anesthetized with 2.5% isoflurane and sacrificed by exsanguination. After intracardially perfusing with cold PBS, heart samples were collected, fixed with 4% PFA, embedded in paraffin, and cut into 4 μm sections. Hematoxylin-eosin staining was performed on paraffin-embedded sections at the papillary level to determine the heart cross-sectional area. Masson’s Trichrome staining was performed using Masson dye solution set (Servicebio, Hubei, CN) to determine the fibrosis area of the hearts. Wheat Germ Agglutinin (WGA)-FITC (Sigma, US) was used to stain the cardiomyocyte membranes to quantify the size of myofibers. For immunohistochemical (IHC) assay, paraffin-embedded heart sections were incubated with anti-mouse F4/80 antibody (Servicebio, Hubei, CN) overnight at 4℃ and detected with anti-rabbit HRP-conjugated secondary antibody. All histology images were acquired by Olympus BX53 microscopy (Olympus Corporation, Tokyo, Japan) and analyzed with ImageJ (Version 1.54 h, NIH).

### Echocardiography

Transthoracic echocardiography was performed using a Vevo 3100 instrument (VisualSonics, Toronto, Canada) with a 55-MHz ultrasound transducer. The mice were shaved on the chest, anesthetized with 2% isoflurane, and fixed on the echo pad in a supine position. Two-dimensional images were recorded in the left ventricular long-axis planes at an appropriate position and the heart rate at 500–550 bpm. M-mode was used to measure the left ventricular anterior wall; diastole and left ventricular posterior wall; diastole.

LV Mass was calculated as

1 $$LV Mass=1.053\times \left[\right(LVID;d+LVPW;d+IVS;d{)}^{3}-LVID;{d}^{3}]$$.

Ejection fraction was calculated as

2 $$EF=100\times \left(\frac{LV{\hspace{0.17em}}Vo{l}_{d}-LV{\hspace{0.17em}}Vo{l}_{s}}{LV{\hspace{0.17em}}Vo{l}_{d}}\right)$$

Stroke volume was calculated as

3 $$SV=LV{\hspace{0.17em}}Vo{l}_{d}-LV{\hspace{0.17em}}Vo{l}_{s}$$

The apical four-chamber view was captured and the peak flow velocities during early diastole (E wave) and late diastole (A wave) across the mitral valve were calculated. The measurements were averaged over three consecutive cardiac cycles.

### Statistical analysis

All data are presented as mean ± SD. Statistical comparisons were performed using GraphPad Prism v9.5.0 software. The unpaired Student’s *t* test was used for all statistical analyses in this study. *p* value less than 0.05 is considered statistically significant.

## Results

### Age-related accumulation of macrophages in murine hearts

To investigate the impacts of aging on the murine heart, we obtained and measured the hearts from young mice (12 weeks old) and aged mice (20 months old) (Fig. 1A). Both heart weight and heart weight-to-tibia length ratio were significantly augmented in aged mice, implying cardiac hypertrophy with aging (Fig. 1B and C), which was supported by Hematoxylin and Eosin (H&E) staining of the entire heart section (Fig. 1D and E). In addition, we evaluated the age-associated alteration in left ventricle structure and function using echocardiography, and found a significant increase in the thickness of left ventricular anterior wall and left ventricular mass in aged mice (Fig. 1F and G). Although there was no significant difference for left ventricular ejection fraction and stroke volume (Fig. 1F and G), we did observe that aged mice had decreased values of E/A ratio (Fig. 1H and I), indicating the diastolic dysfunction in aged mice. We also checked the cardiomyocyte size and collagen deposition in the heart, and found that aged mice displayed an increased cardiomyocyte cross-sectional area with WGA staining, and more evident interstitial and perivascular fibrosis in the aged mice (Fig. 1J and K). Furthermore, we detected CRM in aged murine hearts using IHC analysis for F4/80 and found a significant increase in the number of CRMs in aged murine hearts (Fig. 1L and M). Thus, we systematically characterize the phenotypic changes of murine hearts upon aging.

**Fig. 1:**
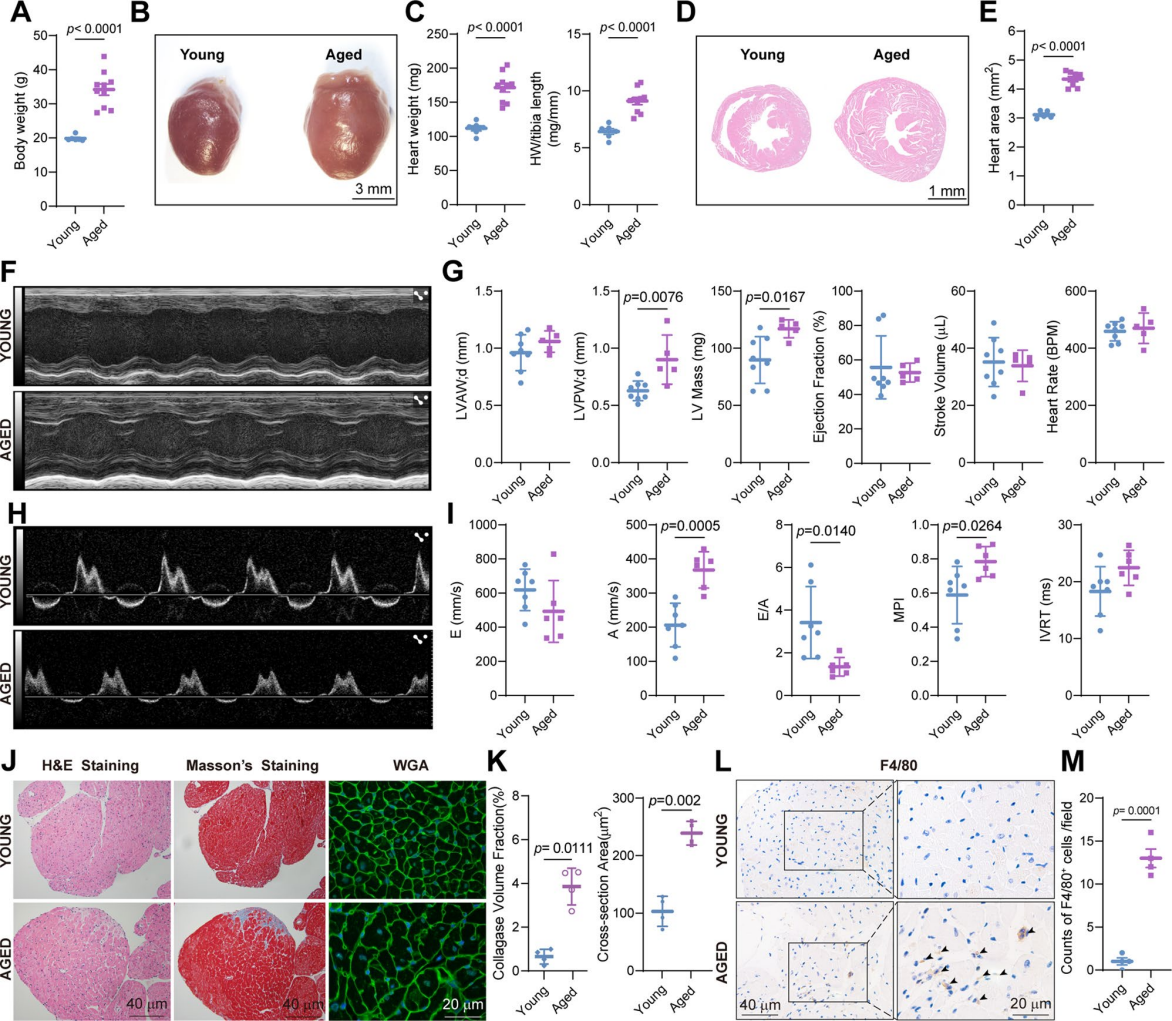
Phenotypic alterations in aged mouse heart **A**, Quantification of body weight. Data are shown as mean ± SD (*n* > 6 mice per group). **B**, Representative image for the overall heart size of young (12-week old) mice and aged (20-month old) mice. **C**, Quantification of heart weight and heart weight-to-tibia length ratio. Data are shown as mean ± SD (*n* > 6 mice per group). **D**, Representative H&E staining of the cross section at the papillary muscles level in young and aged mice hearts. **E**, Quantification of heart area. Data are shown as mean ± SD (*n* > 5 mice per group). **F**, Representative echocardiographic images of the left ventricular long-axis planes M-mode view for young and aged mice. **G**, Quantification of LVAW;d, LVPW;d, LV Mass, Ejection fraction, Stroke volume and Heart Rate. Data are shown as mean ± SD (*n* > 5 mice per group). LVAW;d, Left ventricular anterior wall; diastole. LVPW;d, Left ventricular posterior wall; diastole. **H**, Representative image of pulsed Doppler of mitral inflow obtained from young and aged mice. **I**, Quantification of E wave, A wave, E-to-A ratio, MPI and IVRT. Data are shown as mean ± SD (*n* > 5 mice per group). MPI, myocardial performance index. IVRT, isovolumic relaxation time. **J**, Representative H&E staining, Masson’s Trichrome staining and WGA staining of young and aged mice hearts. **K**, Quantification of collagen volume fraction, cross-section area of cardiomyocytes. **L**, Representative F4/80 IHC staining of young and aged mice hearts. **M**, Quantification of macrophages is measured as the count of F4/80 positive cells per high magnification (× 400) field of view. Data are shown as mean ± SD (*n* = 4 mice per group)

### CRMs undergo evident transcriptomic alteration in aging

To determine the cellular heterogeneity of the CRMs in aged heart, we integrated three publicly available scRNA-seq datasets conducted on young and aged murine hearts [15–17], which included a total of 66,985 cells derived from the hearts of 9 young and 13 aged mice. With Seurat v5 to mitigate batch effects [19], the cardiac cells were clustered into 8 subpopulations using unsupervised methods and were annotated as major cell types in the heart (Fig. 2A–E). Then we went further to recluster the macrophages into 5 clusters (Fig. 2F and G). Although there was no additional subpopulation of CRMs in aged mice, we observed an increase in counts of CRMs-*Ccr2* subclusters and a decrease of CRMs-*Lyve1* CRMs in aged mice (Fig. 3A and B). Taking advantage of flow cytometry, we noticed that CCR2^+^ cardiac macrophages significantly expanded with age in the heart, while CCR2^–^ cardiac macrophages shrank (Fig. 3C and D).

**Fig. 2:**
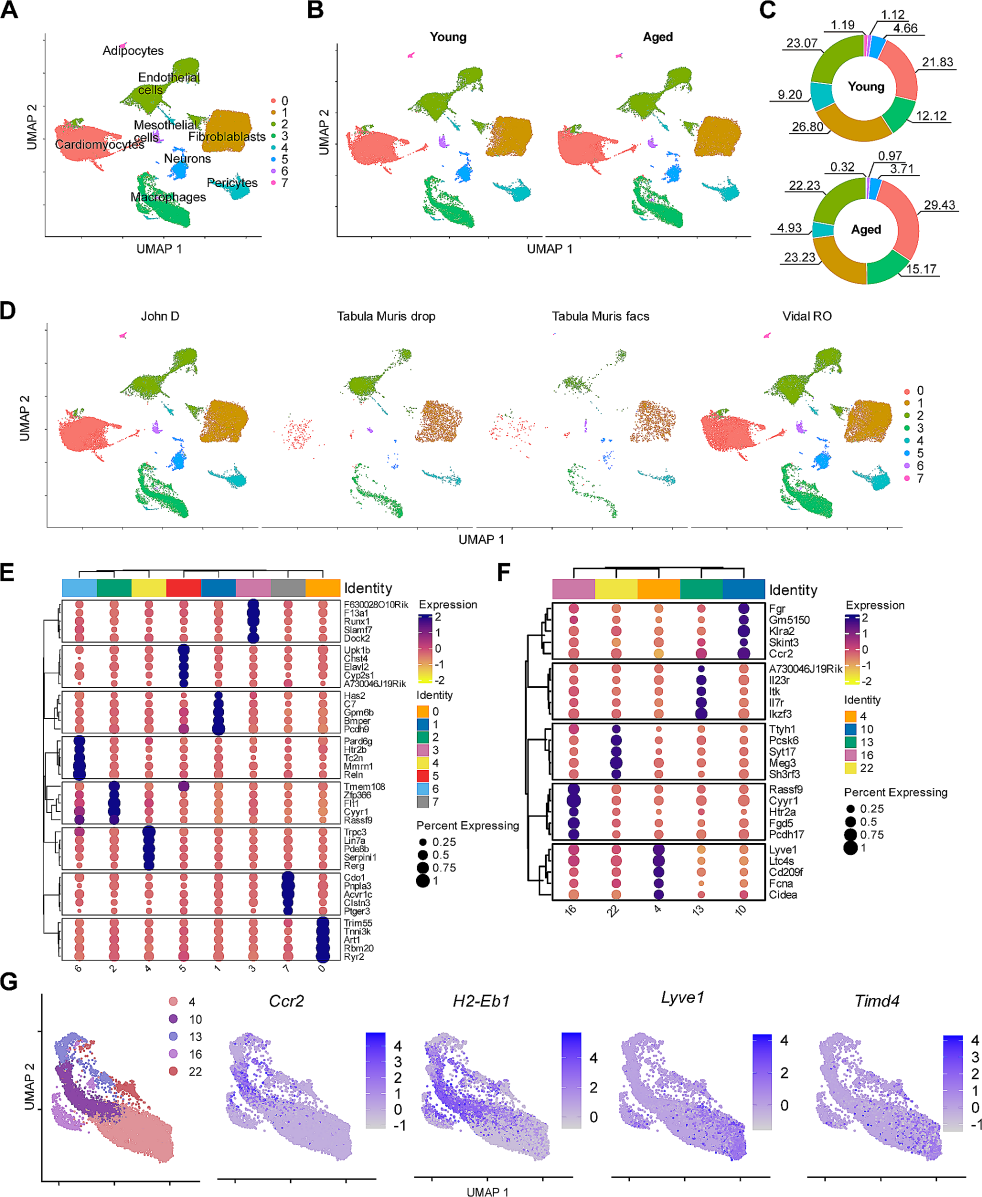
Integration of single-cell RNA-seq datasets from aged mice hearts. **A**, UMAP of cardiac cells with seurat cluster in resolution 0.05. **B**, UMAP split by young and aged condition. **C**, Quantification of the relative abundance of each cluster under young and aged conditions. **D**, UMAP showing the distribution of the three datasets. **E**, Heatmap of the top 10 differentially expressed genes in each cluster (logFC threshold = 0.25, min.pct = 0.25, adjusted p-value < 0.05). **F**, Heatmap of the top 5 differentially expressed genes in the CRMs sub-clusters with resolution 0.5 (logFC threshold = 0.25, min.pct = 0.25, adjusted p-value < 0.05). **G**, UMAP of CRMs sub-clusters with a resolution of 0.5 and Featureplots of CRMs’ marker genes

**Fig. 3:**
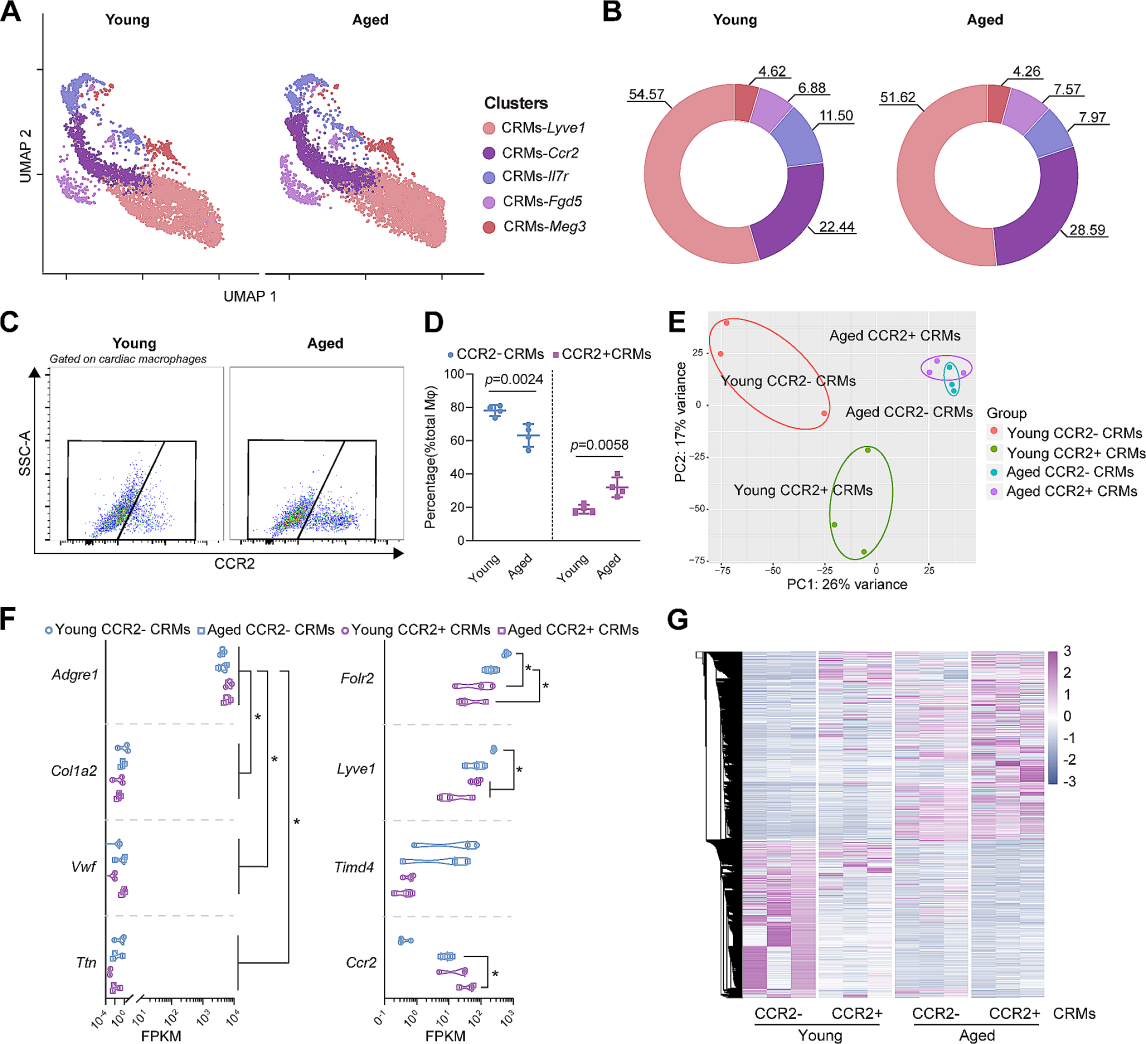
The sub-clusters and quantity of CRMs in aging. **A**, UMAP of the macrophages in young and aged mice heart. UMAP, Uniform Manifold Approximation and Projection. **B**, Quantification of the relative abundance of each cluster under young and aged conditions. **C**, Representative flow cytometric plots of CRMs in young and aged mice. **D**, Quantification of the proportion of CCR2^–^ and CCR2^+^ CRMs. Data are shown as mean ± SD (*n* = 4 mice per group). **E**, PCA plot of CCR2^–^ and CCR2^+^ CRMs across young and aged mice. **F**, Purity of isolated CRMs based on expression of known cardiac cell type–specific markers. Data are shown as mean ± SD (*n* = 3 mice per group). *p < 0.05. FPKM, fragments per kilobase of transcript per million fragments mapped. **G**, Heatmap of significantly differentially expressed genes with log2 fold change > 2 and *p* value < 0.05

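CRMs of both CCR2 subsets were sorted from hearts of young mice aged 3 months and aged mice of 20 months, and each of the 4 groups had 3 libraries. The sample labels name the young mice as controls. They also list 6 libraries, 3 of each subset, from mice on a high-fat diet, which the paper does not report. Libraries were made with a SMART-Seq kit, which amplifies full-length cDNA from small amounts of RNA. The authors trimmed the reads with Cutadapt, mapped them with HISAT2 and assembled them with StringTie, and deposited whole-number counts per Ensembl gene without normalization. The paper's text does not name how reads that map to several genes, or to both strands, were counted. Total counts were 45977986 to 53267741 in young CCR2- CRMs (median 48435168), 42223296 to 56541280 in young CCR2+ CRMs (median 45682735), 52399643 to 55064650 in aged CCR2- CRMs (median 52697126) and 39753911 to 54690968 in aged CCR2+ CRMs (median 40889333). A count of 0 allows up to 3 counts, which is 0.0531 CPM, the counts scaled to equal library totals, in the largest library and 0.0755 in the smallest, and this limit covers counting error only, because amplified reads are not independent molecules. From the counts, 14192 genes that passed edgeR's expression filter were scaled by TMM factors of 0.652 to 1.41 and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was called at an adjusted p-value under 0.05 and a log2 fold change above 2 or below -2, the thresholds of the paper's methods. These choices, the gene lists and the alternatives were set before the data were examined, except where an alternative is said to have been chosen after seeing the data. In CCR2- CRMs, library 3 of each age lay between libraries 1 and 2 in nearly every gene. Among genes that differed at least 2-fold between libraries 1 and 2, this held for 99.5% of 3957 genes in young mice and 99.6% of 3638 genes in aged mice, while the share was 0.541% to 60.1% in the 16 other libraries. Values without library 3 of both ages, an alternative chosen after seeing the data, are therefore given beside some of the results. Counting library 3 as independent can make SDs, standard errors and p-values in CCR2- CRMs with n = 3 too small. Where every CCR2- library of one age is said to lie above or below the other age, this rests on libraries 1 and 2. Genes were also missing from single libraries. Among 4688 genes with a mean of at least 20 CPM in the 6 high-fat diet libraries, 3.22% to 58.7% stood at under 10% of that mean in a given young or aged library.

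**Figure D1:**
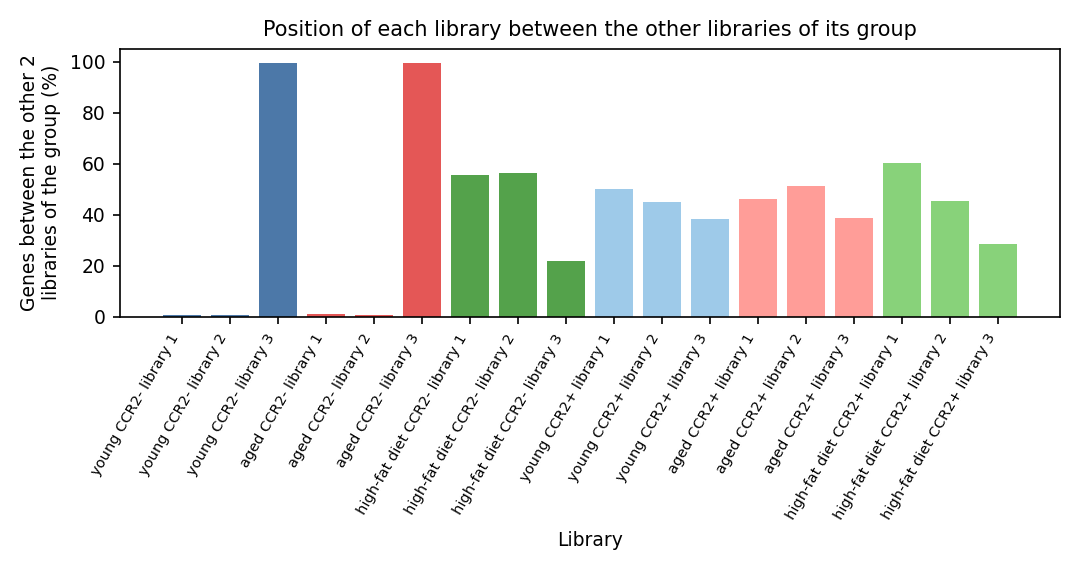
Share of genes (percent, y axis) whose level in a library lies between the levels in the other 2 libraries of its group, for each of the 18 libraries (x axis), among genes that differ at least 2-fold between those 2 libraries. Library 3 of young and of aged CCR2- CRMs stands at 99.5% and 99.6%, and the other 16 libraries at 0.541% to 60.1%.

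**Figure D2:**
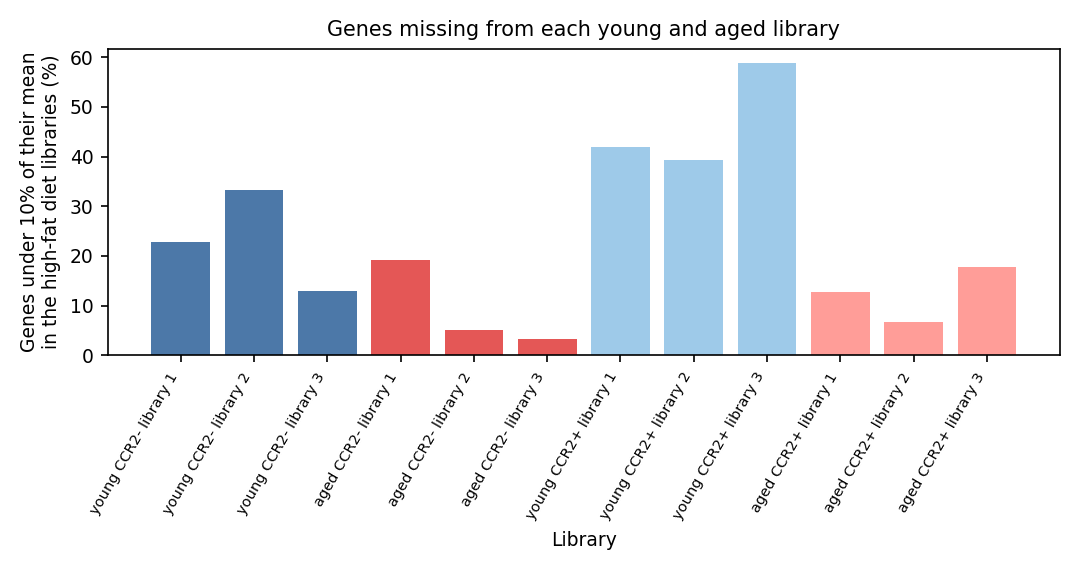
Share of 4688 genes (percent, y axis) missing from each of the 12 young and aged libraries (x axis), where a missing gene is at under 10% of its mean in the 6 high-fat diet libraries. The 3 young CCR2+ libraries stand at 39.4% to 58.7% and the 3 aged CCR2+ libraries at 6.66% to 17.8%.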

To elucidate the transcriptomic profiles of CRMs upon aging, we employed fluorescence-activated cell sorter (FACS) to sort both CCR2^–^ and CCR2^+^ cardiac macrophages, two distinct subpopulations, from hearts of mice (Fig. 3C, as well as Suppl. Figure 1A). Most sorted cells were viable before total RNA extraction, and more than 5000 cells per sample were subjected to Smart-sequencing. 

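Of the 55401 genes in the deposited table, 25148 had at least 1 count in the 12 libraries of young and aged mice, and 9510 had at least 1 count in every one of them. Each library detected 13808 to 17437 genes. The tested genes held at least 99.7% of the counts of each library. With the 6 high-fat diet libraries added, 27008 genes had at least 1 count.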

RNA-seq libraries were prepared from each group, and 25,131 unique transcripts were available for analysis. 

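Summed levels of 11 preset lists of cell type markers were compared in the 12 libraries. The 15 macrophage genes summed to 86820 ± 17315 CPM (SD, n = 3) in young CCR2- CRMs, 55162 ± 14240 CPM (SD, n = 3) in aged CCR2- CRMs, 81052 ± 30829 CPM (SD, n = 3) in young CCR2+ CRMs and 52337 ± 13569 CPM (SD, n = 3) in aged CCR2+ CRMs. In every library this was at least 3.91 times the sum of the next list. The monocyte list summed to 716 to 15795 CPM, with its highest value in library 1 of aged CCR2+ CRMs. The cardiomyocyte list summed to 157 to 822 CPM, the fibroblast list to at most 2046 CPM, the endothelial list to 29.7 to 688 CPM and the mural list to 1.09 to 873 CPM. The neutrophil list summed to 32.7 to 797 CPM, the B cell list to at most 675 CPM, the T and NK cell list to 31.9 to 410 CPM, the dendritic cell list to 138 to 2016 CPM and the erythroid list to 48.6 to 3967 CPM. Scaling by library size alone moved the macrophage sum most in young CCR2+ CRMs, to a mean of 59896 CPM.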

Analysis of cell type–specific transcripts confirmed that our purified cell populations were highly enriched for macrophage-specific gene markers. CCR2^–^ CRMs highly expressed TLF^+^CRMs gene markers, such as *Timd4, Lyve1 and Folr2*, while CCR2^+^ CRMs exhibited high expression of the *Ccr2* gene (Fig. 3F). 

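Coordinates of the marker genes are on GRCm38. Ccr2 (ENSMUSG00000049103, chromosome 9, 124101950 to 124113557) stood at 208 ± 134 CPM (SD, n = 3) in CCR2+ CRMs and 3.10 ± 0.754 CPM (SD, n = 3) in CCR2- CRMs of young mice. Its log2 fold change between the subsets was 6.07 (standard error 0.95, adjusted p = 0.0242 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the fits that each left out 1 library gave 5.67 to 6.50. The call was lost when any 1 of the 3 young CCR2- libraries was left out, at log2 fold changes of 5.94, 6.01 and 6.32 without replicates 1, 2 and 3, and it was kept without any 1 of the young CCR2+ libraries. In aged mice Ccr2 stood at 265 ± 119 CPM (SD, n = 3) in CCR2+ CRMs and 62.7 ± 39.8 CPM (SD, n = 3) in CCR2- CRMs, a log2 fold change of 2.08 (standard error 0.79, adjusted p = 0.338 from the same test). At each age all 3 CCR2+ libraries lay above all 3 CCR2- libraries. Timd4 (ENSMUSG00000055546, chromosome 11, 46810800 to 46844332) was lower in CCR2+ CRMs, with log2 fold changes of -5.43 (standard error 1.80, adjusted p = 0.103) in young and -5.46 (adjusted p = 0.334) in aged mice from edgeR's test. Its level in CCR2- CRMs varied between libraries, at 82.9 ± 85.6 CPM (SD, n = 3) in young and 43.0 ± 52.7 CPM (SD, n = 3) in aged mice, so that the groups overlapped. Lyve1 (ENSMUSG00000030787, chromosome 7, 110850607 to 110863239) was lower in CCR2+ CRMs by log2 fold changes of -1.37 (adjusted p = 0.343) in young and -1.89 (adjusted p = 0.384) in aged mice. Leaving out replicate 2 of young CCR2+ CRMs moved the first to -0.88, and leaving out replicate 1 of aged CCR2- CRMs or replicate 3 of aged CCR2+ CRMs moved the second to -0.99 or -3.31. Folr2 (ENSMUSG00000032725, chromosome 7, 101839988 to 101857194) had log2 fold changes of -2.12 (adjusted p = 0.145) in young and -1.85 (adjusted p = 0.405) in aged mice, and the second moved to -1.23 or -3.06 without the same 2 aged libraries. In young mice all 3 CCR2+ libraries lay below all 3 CCR2- libraries for Lyve1 and for Folr2.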

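Principal components were computed on the 500 most variable genes after DESeq2's variance stabilizing transformation. The first component held 33.9% and the second 19.8% of the variance of the 12 libraries. Scores on the first component ran from -103 to -18.4 in the 6 young libraries and from 31.2 to 45.8 in the 6 aged libraries. No other of the 924 splits of the 12 libraries into 6 and 6, apart from its mirror, separated them further (exact two-sided permutation test, p = 0.00216, the smallest p these splits allow). The young library farthest from the others was library 3 of young CCR2+ CRMs, at -103. The second component did not separate the subsets (exact two-sided permutation test, p = 0.253), while without that library the same test gave p = 0.0108, and with all genes with at least 1 count p = 0.0541. The share of the first component moved most when all genes with at least 1 count entered, to 18.4%, with the ages still separated. In a hierarchical clustering on 1 minus Pearson's r of log2(CPM + 1), the first division set library 2 of young CCR2+ CRMs apart from the other 11 libraries, so that it did not follow age.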

Through principal component analysis and hierarchical clustering heatmap, CRMs from young and aged mice were segregated into two distinct patterns, indicating that CRMs from young and aged mice possessed unique gene expression profiles (Fig. 3E, G, Suppl. Figure 1B and C).

### CCR2^−^ and CCR2^+^ macrophages possess distinct transcriptomic profiles in aged heart

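Over both subsets, with the subset as a term in the model, 630 genes were called between aged and young CRMs, of which 565 were higher and 65 lower in aged CRMs. The number rested on single libraries. Leaving out replicate 3, 2 or 1 of young CCR2- CRMs gave 0, 57 or 72 genes, leaving out replicate 3 of aged CCR2- CRMs gave 36, and the 8 other fits that each left out 1 library gave 169 to 596, while 2508 genes passed an unadjusted p of 0.05 with all libraries. Leaving out library 3 of CCR2- CRMs of both ages, chosen after seeing the data, also gave 0 genes. Among settings that kept all libraries, limma-voom with sample quality weights raised the number most, to 3262 genes, and a replicate block lowered it most, to 104. With DESeq2, 4362 genes were called between the ages in at least 1 of the 2 subsets, and the calls of the subsets summed to 4866. The difference between the subsets in the effect of age was tested as an interaction, which called 0 genes at an adjusted p under 0.05, with 3097 genes at an unadjusted p under 0.05. DESeq2 called 1594 genes by the interaction, edgeR with no filter 356, limma-voom 53, and edgeR on genes with at least 10 counts in every library 46.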

Using *DESeq2* method, 4265 differentially expressed genes among groups were determined based on criteria of fold change > 4 and *p* value < 0.05. CCR2^–^ CRMs had 1451 genes upregulated and 1265 genes downregulated from the aged mice, while CCR2^+^ CRMs had 1089 genes, and 460 genes, respectively (Fig. 4A and B), indicating that both CCR2^–^ and CCR2^+^ CRMs are highly transcriptionally active. 

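Between aged and young CCR2- CRMs, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 0 genes upregulated and 0 downregulated among the 14192 tested, with a smallest adjusted p of 0.0936. At an unadjusted p under 0.05 and the same fold-change threshold, 2114 genes were upregulated and 1077 downregulated. Between aged and young CCR2+ CRMs it also called 0 genes in either direction, with a smallest adjusted p of 0.0790, and the unadjusted numbers were 2838 and 828. With RLE factors these unadjusted numbers were 1482 and 2087, so the excess of upregulated genes depended on the scaling. Replicates varied widely, with a common dispersion of 1.39 over the 12 libraries. In counts simulated for 14192 genes with the dispersion of each gene (median 1.31), edgeR recovered 0.5% of 200 genes changed by a log2 fold change of 3. At a dispersion of 0.1 it recovered 99.0%. Both simulations held independent libraries only. With the dispersion of each gene and library 3 of CCR2- CRMs simulated as a sum of libraries 1 and 2, edgeR recovered 3%, with 24 false calls. DESeq2 on the same 12 libraries called 1497 genes upregulated and 1275 downregulated in CCR2- CRMs, and 1084 and 1010 in CCR2+ CRMs. Leaving out library 3 of both ages of CCR2- CRMs, chosen after seeing the data, lowered DESeq2's numbers in CCR2- CRMs to 436 and 657. Leaving out library 1 or 2 of both ages instead gave 450 and 541, or 588 and 645, so the drop was not specific to library 3. The largest number in CCR2- CRMs came from limma-voom with sample quality weights, at 3118 upregulated and 1625 downregulated genes, and it fell to 2 and 4 without library 3. In CCR2+ CRMs limma-voom called 0 genes, with 1170 upregulated and 311 downregulated at an unadjusted p under 0.05. The scaling moved the median log2 fold change of all genes. In CCR2- CRMs it was -0.10 with TMM, -0.59 with RLE factors and 0.08 with library size alone, and in CCR2+ CRMs it was 0.20, -0.81 and 0.80. Saa2 (ENSMUSG00000057465, chromosome 7, 46751790 to 46754313 on GRCm38), whose reads can be shared with its paralog Saa1, had at most 3 counts in every aged CCR2+ library, and was at least 22424-fold lower there than in young CCR2+ CRMs. Its level in young CCR2+ CRMs rested on library 3, at 3646 CPM against 15.6 CPM in library 2. From the numbers of differentially expressed genes, the paper concludes that both subsets are highly transcriptionally active (Fig. 4A and B).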

Subsequently, we evaluated the biological processes of macrophage subsets and conducted Gene Ontology (GO) analysis and transcriptional network analysis for up- and down-regulated genes in aged heart (Fig. 4A–D). 

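Processes were compared through 14 preset gene lists, tested in each subset with edgeR's camera, a test of whether a list moves against all other genes, and adjusted over the 28 tests. Under camera's default correlation between genes, 10 of the 28 tests were called. Of these, fry called the muscle contraction list, the DNA replication and repair list and the cytosolic ribosomal protein list in CCR2- CRMs, and the nucleic acid sensing, ER stress and cytosolic ribosomal protein lists in CCR2+ CRMs, while camera with an estimated correlation called 0 lists, with the smallest adjusted p at 0.187. In CCR2- CRMs the muscle contraction list, with 26 of its 40 genes tested, had a median log2 fold change of -6.38 between aged and young mice (adjusted p = 4.42e-09, camera), or -5.91 with genes at or under 3 counts in every library of one age set to their bound. It was lower in 24 of 26 genes. The muscle genes Acta1 and Ttn stood at 472, 2.65 and 230 CPM and at 99.8, 0.957 and 49.6 CPM in young CCR2- libraries 1 to 3. For these genes the young level thus rested on library 1 and on library 3, which lay between libraries 1 and 2. Without replicate 1 of young CCR2- CRMs the list's median was -5.08, with library 3 kept. In CCR2+ CRMs the list's median was -1.38 (adjusted p = 0.00135, camera). It moved to -3.27 without replicate 3 of aged CCR2+ CRMs and to -0.51 without replicate 2 of young CCR2+ CRMs. The wound healing and extracellular matrix list was not called in CCR2- CRMs (median -0.58, adjusted p = 0.392, camera, 45 genes), and without replicate 1 or replicate 2 of young CCR2- CRMs its median was -0.14 or -1.06. DESeq2 called 6 of 36 genes of this list downregulated and 1 upregulated in CCR2- CRMs. It called 9.01% of all genes with an adjusted p downregulated there. The immunoglobulin and immune mediator list in CCR2+ CRMs had a median of -0.42 (adjusted p = 0.393, camera, 24 genes), which was 0.20 with library size alone and -0.05 without replicate 1 of young CCR2+ CRMs. The respiratory burst and bacterial defence list had a median of -0.17 (adjusted p = 0.563, camera, 28 genes), which was 0.37 with library size alone and 0.02 without replicate 3 of young CCR2+ CRMs. The cytosolic ribosomal protein list, 75 genes, was lower in both subsets, with medians of -0.57 in CCR2- CRMs (adjusted p = 0.00135, camera) and -0.93 in CCR2+ CRMs (adjusted p = 3.99e-12, camera). With library size alone these medians were -0.34 and -0.29.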

In CCR2^–^ CRMs, down-regulated genes were mainly related to wound healing, and muscle contraction in aging, while in CCR2^+^ CRMs, down-regulated genes were related to mediator of immune response and respiratory burst. 

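Among the lists for processes upregulated in aging, the interferon and virus response list, with 43 of its 44 genes tested, had a median log2 fold change of 1.84 in CCR2- CRMs (adjusted p = 1.91e-06, camera), with 39 genes higher in aged mice. In CCR2+ CRMs its median was 1.76 (adjusted p = 0.00168, camera), with 35 genes higher, and without replicate 1 of aged CCR2+ CRMs it dropped to -0.02. The ER stress list was called in CCR2+ CRMs (median 0.89, adjusted p = 0.00818, camera, 52 genes), and its median ranged from 0.55 without replicate 3 of aged CCR2+ CRMs to 2.05 without replicate 1 of young CCR2+ CRMs. The ER stress list was not called in CCR2- CRMs, with a median of -0.01, which was 0.21 with library size alone. The autophagy list was not called in CCR2+ CRMs by camera (median 0.55, adjusted p = 0.341, 64 genes) and was called by fry. Its median there was -0.68 with RLE factors, and without 1 library it ranged from 0.21 (replicate 2 of aged CCR2+ CRMs) to 1.92 (replicate 2 of young CCR2+ CRMs). In CCR2- CRMs its median was -0.18, and 0.03 with library size alone. DESeq2 called 9 of 42 interferon genes upregulated and 0 downregulated in CCR2- CRMs, and 13 of 50 ER stress genes upregulated and 3 downregulated in CCR2+ CRMs, where 8.74% of all genes with an adjusted p were called upregulated. Of 58 autophagy genes, it called 10 upregulated and 4 downregulated in CCR2+ CRMs.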

In CCR2^–^ CRMs, up-regulated genes were related to innate immune response, and response to virus, while in CCR2^+^ CRMs, up-regulated genes were related to innate immunity, ER stress and autophagy (Fig. 4C and D). Visualization using the cnetplot function in the enrichplot package showed that inflated processes tend to localize in outer membrane in CCR2^–^ CRMs, while they were in the membrane raft and Golgi membrane in CCR2^+^ CRMs (Fig. 4C and D). To further investigate the transcriptomic regulation network of CRMs, we enriched the transcription factors for major biological processes and identified eleven main transcription factors for these biological processes (Suppl. Figure 2). Analysis based on above mentioned scRNA-seq dataset [20] also showed similar biological processes to our data, e.g., downregulated wound healing, muscle contraction in CCR2^–^ CRMs, downregulated mediator of immune response in CCR2^+^ CRMs; upregulated response to virus in CCR2^–^ CRMs, upregulated innate immunity, ER stress, and autophagy in CCR2^+^ CRMs (Fig. 4G and H).

**Fig. 4:**
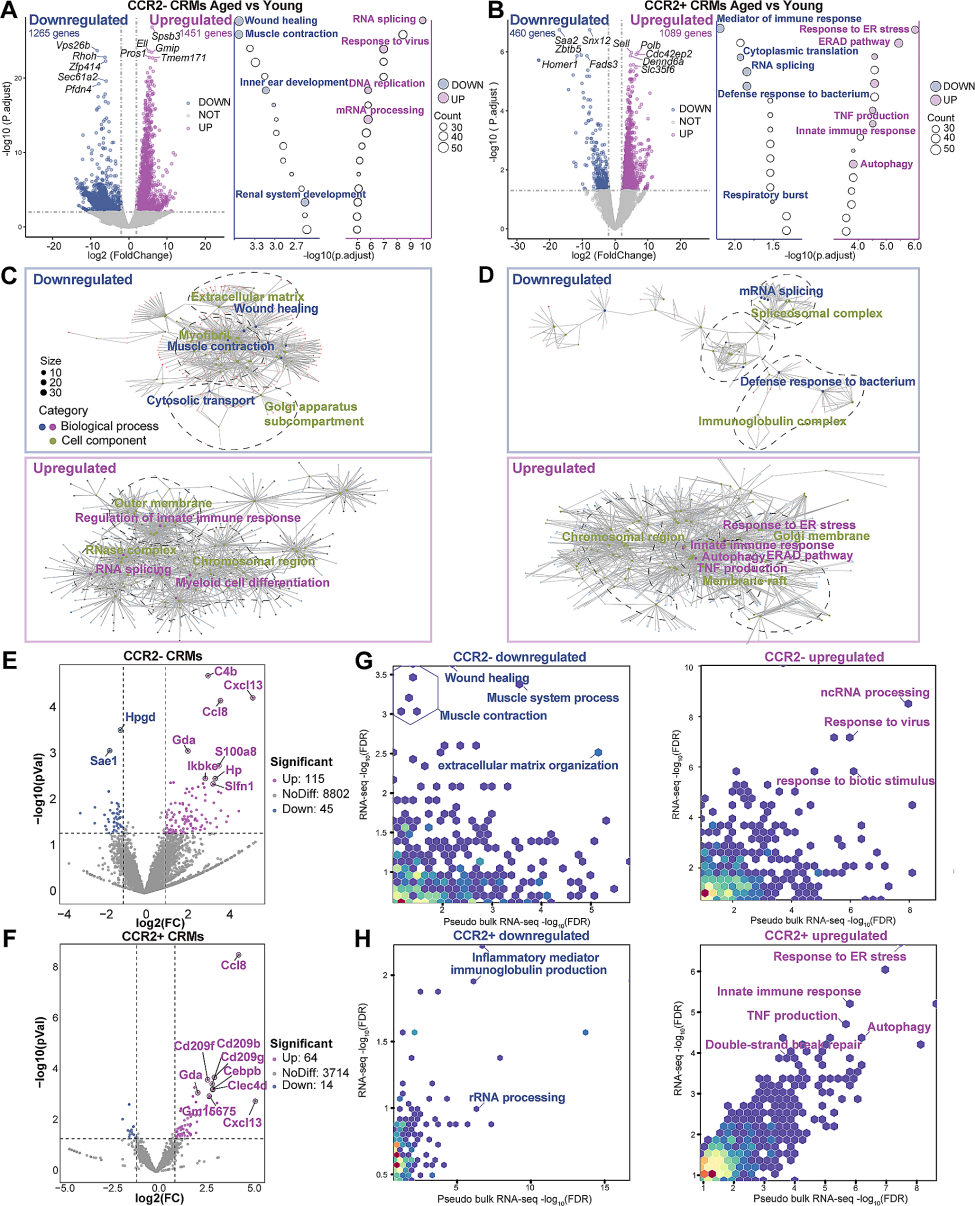
Integrated analysis of Smart-Seq and pseudo-bulk RNA analysis for sc-RNA seq. **(A** and **B)**, Left: Volcano plots portray DEGs of aged versus young mice in CCR2^–^ CRMs **(A)** or CCR2^+^ CRMs **(B)**. DEGs with *p* value < 0.05 are marked in shades of blue (downregulated) or shades of purple (upregulated). Right: Enriched gene ontologies for the DEGs of aged versus young mice in CCR2^–^ CRMs **(A)** or CCR2^+^ CRMs **(B)**. Ontologies are ranked based on –log (*P* adjust) from top to bottom. Representative gene ontologies are highlighted with colored circles and names are displayed. **(C** and **D)**, The cnetplot depicts the linkages of the five most enriched biological processes and cellular components in CCR2^–^ CRMs **(C)** and CCR2^+^ CRMs **(D)**. Biological processes are marked with shades of purple or blue and cellular components are marked with shades of green. (**E** and **F)**, Volcano plots portray DEGs of aged versus young mice in CCR2^–^ CRM **(E)** or CCR2^+^ CRMs **(F)** from pseudo-bulk RNA analysis for integrated scRNA-seq dataset. DEGs with *p* value < 0.05 are marked in shades of blue (downregulated) or shades of purple (upregulated). (**G** and **H)**, Scatterplot showing biological processes enriched for CCR^–^ CRMs **(G)** or CCR2^+^ CRMs **(H)** in Smart-Seq and pseudo-bulk RNA analysis. −log10(FDR) is plotted for pseudo-bulk RNA analysis (x axis) and Smart-Seq (y axis). Yellow indicates high and blue indicates low gene set density

To explore possible cause of the age-related transcriptomic alteration in aged CRMs, we reconstructed the single-cell trajectory graph for CRMs using *Monocle 3* algorithm (Fig. 5). This analysis revealed a continuous differentiation path between CRMs-*Ccr2* and CRMs-*Lyve1*. Appointing the *Ly6c2*^high^ cells as a start point, a possible differentiation trajectory from CRMs-*Ccr2* to CRMs- *Lyve1* was sketched in aged heart (Fig. 5A-C). Plotting the macrophage marker genes expression as a function of pseudotime, we found that *Ly6c2*, *H2-Eb1* and *Ccr2* were decreased, while *Lyve1*, *Folr2*, *Timd4*, *Igf1* and *Ccl24* were increased with pseudotime(Fig. 5D and E).

**Fig. 5:**
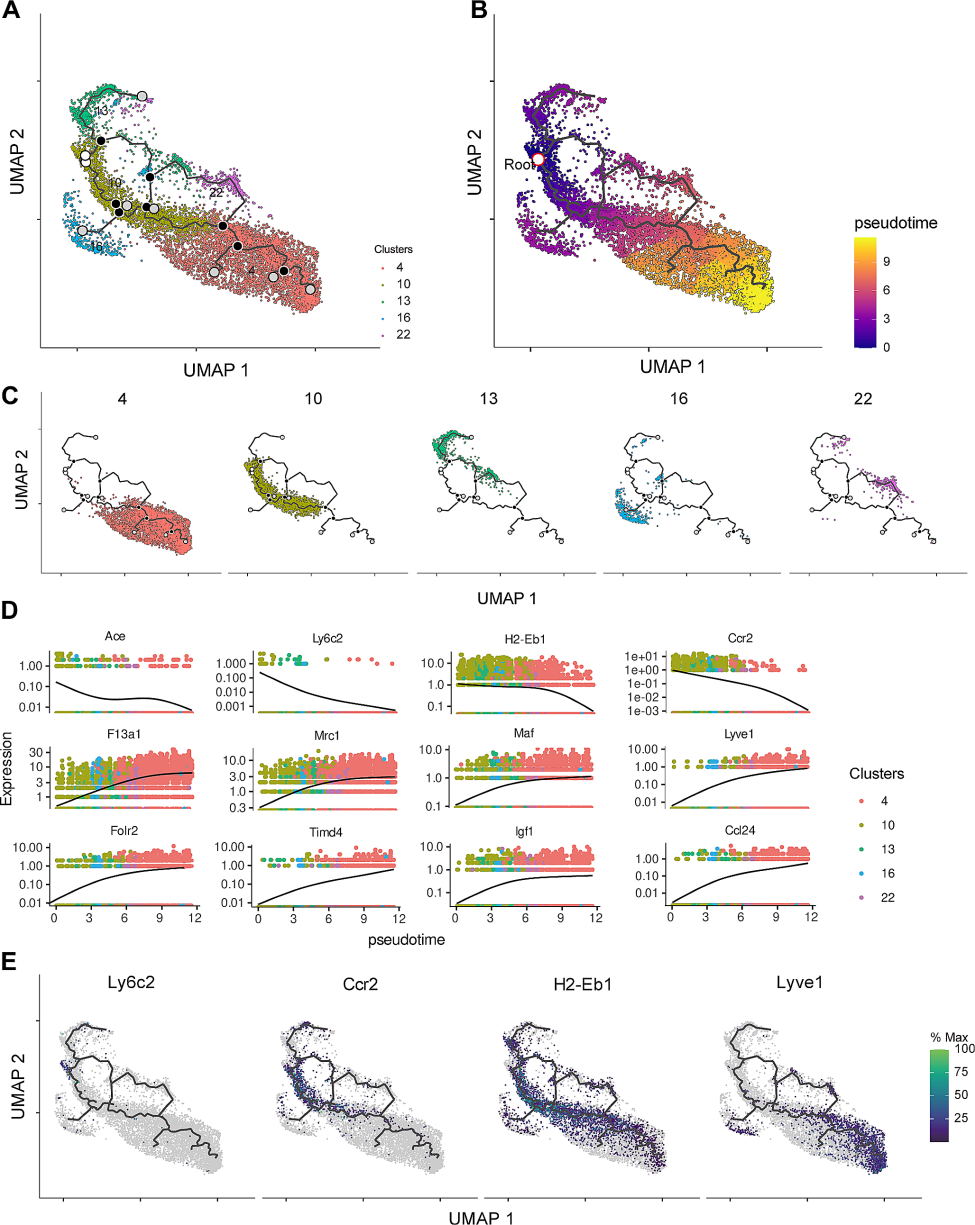
Pseudotime and single-cell trajectory analysis of CRMs by Monocle. **A**, Monocle analysis for the CRMs showing the activation states and differentiation trajectories. **B**, Pseudotime trajectory analysis showing the order of activation states. **C**, Pseudotime trajectory analysis showing the distribution of each Seurat clusters. **D**, Dynamic changes in gene expression on the pseudotime axis. **E**, Cluster-defining gene expression on pseudotime map

In addition to differential expression regulation, alternative splicing of precursor mRNAs is another crucial regulatory mechanism for eukaryotic protein diversity [21]. Given the notably enriched RNA splicing process in CRMs during aging, we analyzed the alternative splicing events that occurred in the CRMs from aged heart, and identified 2247 significantly altered splicing events in CCR2^–^ CRMs and 2025 in CCR2^+^ CRMs during aging (Suppl. Figure 3 A and D). GO enrichment analysis of the differential alternative splicing events in CRMs revealed that both CCR2^–^ and CCR2^+^ CRMs are enriched for biological processes including protein catabolic process and immune system process (Suppl. Figure 3B and E). These biological processes are represented by the top-ranked exon skipping occurrence in *Csf2a, Ler3ip1, Ndufa7* and *Nrros* (Suppl. Figure 3 C and F).

In summary, our results reveal that both CCR^–^ and CCR2^+^ CRMs develop pro-inflammatory and stress response transcriptional profiling, and upregulate the RNA splicing-related gene transcription during aging, while functions related to cardiac homeostasis were uniquely downregulated in CCR2^–^ CRMs.

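For RNA splicing, a preset list of 76 genes encoding splicing factors had a median log2 fold change of -0.03 in CCR2- CRMs (adjusted p = 0.594, camera) and -0.35 in CCR2+ CRMs (adjusted p = 0.531, camera). In CCR2- CRMs 38 genes were higher and 38 lower in aged mice, and in CCR2+ CRMs 32 were higher and 44 lower. The signs depended on the scaling, since with library size alone the medians were 0.10 and 0.15. This change is not particular to splicing, because the scaling shifts all genes together. The median of all genes went from -0.10 to 0.08 in CCR2- CRMs and from 0.20 to 0.80 in CCR2+ CRMs. The splicing medians also depended on single libraries. In CCR2- CRMs the median moved to 0.21 without replicate 1 and -0.21 without replicate 3 of young CCR2- CRMs. In CCR2+ CRMs it moved to 0.29 without replicate 2 of young CCR2+ CRMs. DESeq2 called 3 of 70 splicing genes upregulated and 0 downregulated in CCR2- CRMs, and 6 upregulated and 8 downregulated in CCR2+ CRMs. The wound healing list, which stands for cardiac homeostasis, had medians of -0.58 in CCR2- CRMs and -0.38 in CCR2+ CRMs, and the second was 0.16 with library size alone and 0.92 without replicate 2 of young CCR2+ CRMs. Whether a list as a whole differed between the subsets was not tested.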

### Inflated inflammatory cascades were activated in aging

Given the numerous genes related to innate immune process involved in aging in CCR2^–^ CRMs, we re-analyzed the immune-related genes by KEGG pathway and transcription factor enrichment, and found that differentially upregulated genes were mainly enriched in the complement cascade, TNF signaling and cytosolic DNA-sensing pathway, all of which were several well-known pathways contributed to inflammation (Fig. 6A). 

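In CCR2- CRMs, the complement list (25 of 35 genes tested) had a median log2 fold change of -0.14 between aged and young mice (adjusted p = 0.531, camera), with 11 genes higher, and it moved between -0.38 without replicate 1 of aged CCR2- CRMs and 0 without replicate 2 of young CCR2- CRMs. The TNF and NF-κB signaling list (38 genes) had a median of 0.26 (adjusted p = 0.277, camera), which was -0.25 with RLE factors, 0.10 without replicate 3 and 0.73 without replicate 2 of young CCR2- CRMs. The nucleic acid and pattern recognition sensing list (41 of 43 genes tested) had a median of 1.15 (adjusted p = 0.0151, camera), with 28 genes higher in aged mice. Without replicate 1 of young CCR2- CRMs its median was 1.85. In CCR2+ CRMs the corresponding medians were -0.41, -0.42 and 1.09, and only the last was called (adjusted p = 0.0096, camera). It dropped to -0.13 without replicate 1 of aged CCR2+ CRMs and rose to 3.21 without replicate 1 of young CCR2+ CRMs, while the complement median moved to -0.07 without the latter. With library size alone the first and second of these medians were 0.26 and 0.27. The paper's network of pathway genes (Fig. 6A) names 21 genes, of which 20 were tested and all 20 were higher in aged CCR2- CRMs, with a median log2 fold change of 5.22. Of these, 0 were called over all genes and 18 passed when adjusted over the list alone, which is not independent evidence because the study chose the genes on these samples. DESeq2 called 16 of them, and 4 without library 3 of both ages.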

We noticed that many complement components, such as factor b, Bb, were upregulated, while negative regulators, such as Cfh and DAF, were downregulated (Fig. 6B). Thus, they corporately work to push forward inflammatory response. 

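Complement genes are given for CCR2- CRMs with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, on GRCm38. Cfb (ENSMUSG00000090231, chromosome 17, 34856374 to 34862518) rose from 4.58 ± 1.63 CPM (SD, n = 3) in young to 351 ± 46.7 CPM (SD, n = 3) in aged mice, a log2 fold change of 6.26 (standard error 2.02, adjusted p = 0.112). C4b (ENSMUSG00000073418, chromosome 17, 34728380 to 34743882) rose from 4.82 ± 1.93 CPM (SD, n = 3) to 78.4 ± 19.7 CPM (SD, n = 3), a log2 fold change of 4.02 (standard error 1.65, adjusted p = 0.167), with a close paralog, C4a. For both genes all 3 aged libraries lay above all 3 young ones. C6 (ENSMUSG00000022181, chromosome 15, 4727175 to 4814967) stood at 0, 24.8 and 12.0 CPM in aged libraries 1 to 3 and at 0 to 0.239 CPM in young ones, a log2 fold change of 6.59 (adjusted p = 0.158). The negative regulator Cd55, which encodes DAF (ENSMUSG00000026399, chromosome 1, 130439027 to 130462744), stood at 33.5, 0.539 and 11.0 CPM in aged libraries 1 to 3 and at 0.853 ± 0.247 CPM (SD, n = 3) in young mice, a log2 fold change of 4.13 (adjusted p = 0.120). Without replicate 1 of aged CCR2- CRMs it was 2.75. Of the 14 genes the paper marks as upregulated in the cascade (Fig. 6B), 8 were tested and 5 were higher in aged CCR2- CRMs.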

Even more prominent changes were observed in PRR-mediated pathways, especially IRF-3/7-mediated pathways (Fig. 6D), potentially leading to chronic inflammation and virus response. 

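Of 27 genes marked as upregulated in the pattern recognition receptor (PRR) pathways (Fig. 6D), 26 were tested in CCR2- CRMs and 24 were higher in aged mice, with a median log2 fold change of 3.42. Among all 26, 0 were called over all genes and 4 passed when adjusted over the list alone, which is not independent evidence for genes chosen on these samples. Of the 4 genes marked as downregulated, 3 were lower. Zbp1 (ENSMUSG00000027514, chromosome 2, 173206612 to 173218923 on GRCm38), which encodes the DNA sensor DAI, rose from 3.29 ± 1.02 CPM (SD, n = 3) to 214 ± 168 CPM (SD, n = 3), a log2 fold change of 6.02 (standard error 1.39, adjusted p = 0.0936 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The chemokine gene Cxcl13 (ENSMUSG00000023078, chromosome 5, 95956951 to 95961068) stood at 146 ± 16.7 CPM (SD, n = 3) in young and 462 ± 194 CPM (SD, n = 3) in aged CCR2- CRMs (log2 fold change 1.66, standard error 1.23, adjusted p = 0.481 from the same test). Ccl8 (ENSMUSG00000009185, chromosome 11, 82115185 to 82116799) stood at 157 ± 43.4 and 435 ± 76.4 CPM (SD, n = 3 each), with a log2 fold change of 1.47 (standard error 1.05, adjusted p = 0.456 from the same test). For these 3 genes every aged library lay above every young one.

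**Figure D3:**
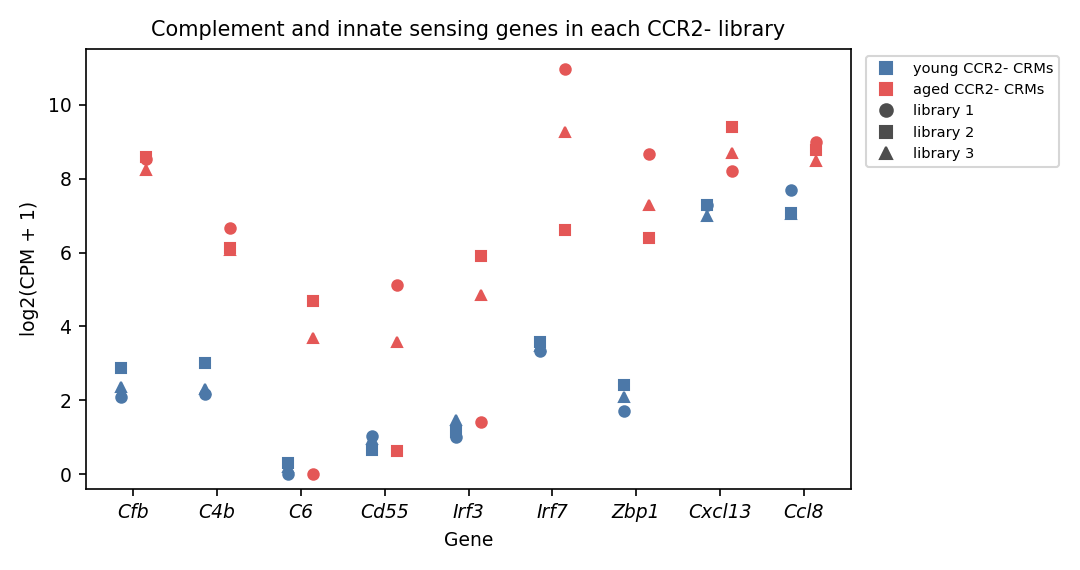
Levels of 9 genes (x axis) as log2(CPM + 1) (y axis) in the 3 young and 3 aged CCR2- libraries, one point per library, for complement genes, Cd55, Irf3, Irf7, Zbp1 and the chemokine genes Cxcl13 and Ccl8. The 3 aged libraries lie above the 3 young ones for Cfb, C4b, Irf7, Zbp1, Cxcl13 and Ccl8.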

We validated the upregulated genes related to complement cascade and pro-inflammatory response using qPCR, and found significant increase in *Cfb*, *C4b*, *C6*, *Cxcl13* and *Ccl8* gene expression (Fig. 6C and E). Interestingly, we found that the genes related to Fcg receptor-mediated phagocytosis and complement receptor 3-mediated phagocytosis were upregulated, while the effectors of phagocytosis were downregulated (Fig. 6F), indicating the impaired phagocytosis process in aging. 

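Of the 16 phagocytosis genes marked as upregulated (Fig. 6F), 7 were higher and 9 lower in aged CCR2- CRMs, with a median log2 fold change of -0.29. A preset phagocytosis list of 51 genes had a median of 0.17 (adjusted p = 0.493, camera), which was -0.31 with RLE factors, 0.01 without replicate 3 and 0.28 without replicate 2 of young CCR2- CRMs. Grb2 (ENSMUSG00000059923, chromosome 11, 115644045 to 115708597 on GRCm38) stood at 151 ± 34.2 CPM (SD, n = 3) in young and 178 ± 47.4 CPM (SD, n = 3) in aged mice, a log2 fold change of 0.24 (standard error 0.56, adjusted p = 0.872 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which was -0.26 with RLE factors and 0.02 without replicate 1 of aged CCR2- CRMs. Rac1 (ENSMUSG00000001847, chromosome 5, 143503634 to 143528036) stood at 718 ± 136 and 473 ± 98.1 CPM (SD, n = 3 each), a log2 fold change of -0.60 (standard error 0.51, adjusted p = 0.566 from the same test), with overlapping groups. Rhoh (ENSMUSG00000029204, chromosome 5, 65861213 to 65896700) fell from 109 ± 31.6 to 1.93 ± 0.562 CPM (SD, n = 3 each), a log2 fold change of -5.81 (standard error 1.67, adjusted p = 0.0984 from the same test), with every aged library below every young one. Swap70 (ENSMUSG00000031015, chromosome 7, 110221711 to 110283506), the effector that the figure marks as downregulated, rose from 1.49 ± 0.588 to 84.2 ± 13.3 CPM (SD, n = 3 each), a log2 fold change of 5.82 (standard error 1.05, adjusted p = 0.0936 from the same test), with every aged library above every young one. From genes of Fcg receptor- and complement receptor 3-mediated phagocytosis going up and effectors going down, the paper concludes that phagocytosis is impaired in aging.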

The key genes in this pathway, such as *Grb2*, *Rac1* and *Rhoh*, have been validated by qPCR (Fig. 6G). Reasonably, the inflated CRM-mediated inflammation responses with aging contribute to aging and local inflammaging.

**Fig. 6:**
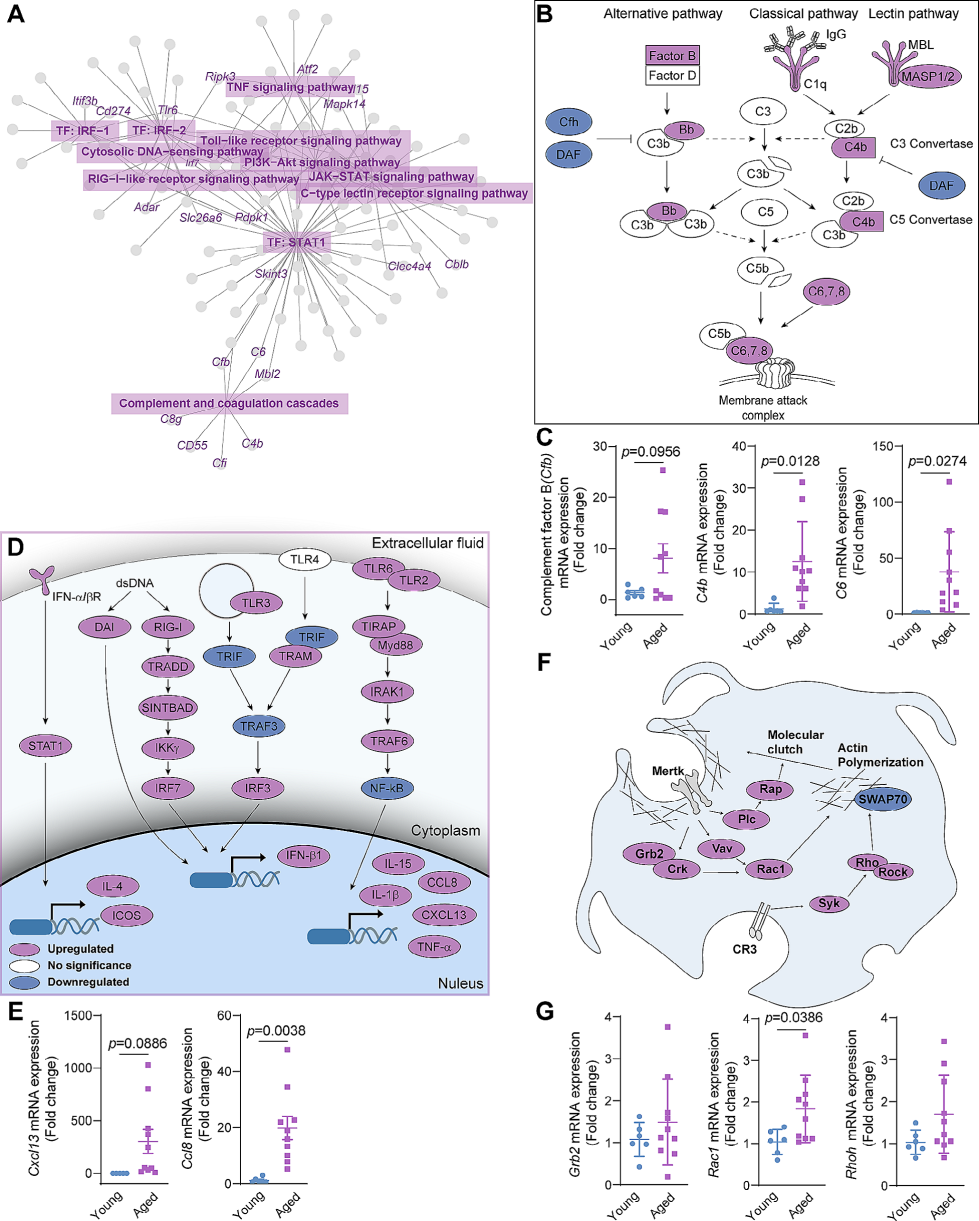
The changes of inflammation and phagocytosis process in CRMs during aging **A**, Network plot of KEGG pathway and transcription factors enriched in immune-related DEGs of aged versus young mice in CCR2^–^ CRMs. **(B, D** and **F)**, Schematic diagram of Fcg-mediated phagocytosis and CR3-mediated phagocytosis pathway **(B)**, immunity-related pathways **(D)** and complement cascade **(F)** annotated with gene expression. Genes are represented as circles and marked in shades of blue (downregulated) or shades of purple (upregulated). **(C, E** and **G)** qPCR quantification of *Grb2*, *Rac1*, *Rhoh*, *Cxcl13*, *Ccl8*, *Cfb*, *C4b* and *C6* transcription level in heart tissue from young and aged mice. Data are shown as mean ± SD (*n* ≥ 6 mice per group). *p<0.05

## Discussion

Mainly with diastolic dysfunction and fibrosis in aged mice, more CRM accumulation was also observed in aged murine hearts. During the process of aging, CCR2^+^ CRMs progressively replaced CCR2^–^ CRMs. Taking advantage of FACS sorting and Smart-Seq, we performed systematic analysis of unbiased transcriptomic signature and alternative splicing, and found that aged macrophages undergo a functional shift to pro-inflammatory state, represented by inflated pro-inflammatory bioprocesses, such as cytosolic DNA-sensing pathway, TNF signaling pathway, and complement cascade, under the control of transcription factor IRF3, IRF7 and NF-κB, respectively. We also observed a significant enrichment of DNA damage/repair and ER stress processes in aged CRMs, some potent driver for aging of CRMs. Thus, our study provides a comprehensive framework and transcriptional resource for assessing the impact of aging on CCR2^–^ and CCR2^+^ CRMs, which play critical roles in the pathogenesis of various cardiovascular diseases.

In the elderly, the aging heart is known to experience age-related left ventricular alterations [22]. Through elaborated phenotypic analysis, here we demonstrated there exists significant cardiac hypertrophy and cardiac fibrosis along with diastolic dysfunction in aged murine hearts. Given the “inflammaging theory” [23], it is understandable that chronic inflammation contributes to age-related cardiac changes. As a critical player for inflammation, macrophages undoubtedly undergo profound change with aging and exert crucial influence on local microenvironment. In our study, we revealed the CRMs up-regulate the pro-inflammatory cytokines, such as IL-1β and TNF-α, i.e. senescence-associated secretory phenotype (SASP), which act on cardiomyocytes, and lead to age-related cardiac hypertrophy and diastolic dysfunction [24]. 

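In the sorted CCR2- CRMs, Il1b (ENSMUSG00000027398, chromosome 2, 129364570 to 129371139 on GRCm38) stood at 1661 ± 671 CPM (SD, n = 3) in young and 2072 ± 407 CPM (SD, n = 3) in aged mice. The log2 fold change was 0.32 (standard error 0.40, adjusted p = 0.730 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), within the spread of the replicates, and it was -0.22 with RLE factors, 0.10 without replicate 2 of aged CCR2- CRMs and 0.63 without replicate 2 of young CCR2- CRMs. In CCR2+ CRMs Il1b stood at 3904 ± 1909 CPM (SD, n = 3) in young and 2334 ± 787 CPM (SD, n = 3) in aged mice, a log2 fold change of -0.74 (standard error 0.40, adjusted p = 0.247 from the same test), which was -1.21 without replicate 2 of young CCR2+ CRMs. Tnf (ENSMUSG00000024401, chromosome 17, 35199381 to 35202007) had log2 fold changes of 0.20 in CCR2- CRMs (adjusted p = 0.923) and -0.27 in CCR2+ CRMs (adjusted p = 0.864 from the same test), each with a standard error of 0.75. The first was -0.29 with RLE factors, -0.32 without replicate 1 of aged CCR2- CRMs and 0.57 without replicate 2 of young CCR2- CRMs. The second was 0.31 with library size alone, 0.89 without replicate 1 and -0.79 without replicate 3 of young CCR2+ CRMs.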

In fibroblasts, CRM-derived TGF-β serves as the master activator promoting myofibroblast transdifferentiation, contributing to interstitial fibrosis and hypertrophic remodeling [25]. We observed a significant augmentation of TGF-β–TGFβR1 crosstalk between CRMs and fibroblasts in aged mice, which potentially contribute to age-related cardiac fibrosis and dysfunction. Combining the bulk transcriptional analysis of CRMs with single-cell RNA-seq, we revealed that CRMs may interact with cardiomyocytes and fibroblasts, driving cardiac age-related phenotypic alterations.

Even in CCR2^–^ CRMs, many genes involved in complement cascade and nuclear acid-sensing pattern recognition receptors pathways were upregulated. Using KEGG pathway and transcription factor enrichment analysis, we observed upregulation of the transcription factors IRF3/7 within CCR2^–^ CRMs. Both retinoic acid-inducible gene-I (RIG-I) and DNA-dependent activator of interferon regulatory factor (DAI) are intracellular DNA sensors that trigger downstream IRF transcription factors. In addition, the DNA replication/damage pathway is significantly enriched in aged CCR2^–^ CRMs. These findings support the idea that CCR2^–^ CRM-mediated inflammatory response during aging is induced by DNA damage, which is putatively initiated by telomere shortening and thus accelerates aging [25, 26]. Conversely, marked upregulation of ER stress was observed in CCR2^+^ CRMs, suggesting the critical role of ER stress for chronic inflammation in CCR2^+^ CRMs. 

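In CCR2- CRMs, Irf7 (ENSMUSG00000025498, chromosome 7, 141262706 to 141266481 on GRCm38) stood at 10.0 ± 0.844 CPM (SD, n = 3) in young mice and at 2008, 96.9 and 610 CPM in aged libraries 1 to 3. Its log2 fold change was 6.49 (standard error 1.25, adjusted p = 0.0936 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with every aged library above every young one. Irf3 (ENSMUSG00000003184, chromosome 7, 44997648 to 45002848) stood at 1.31 ± 0.382 CPM (SD, n = 3) in young mice and at 1.64, 58.6 and 27.7 CPM in aged libraries 1 to 3, a log2 fold change of 4.48 (standard error 1.35, adjusted p = 0.102 from the same test). For CCR2+ CRMs the log2 fold change of Irf3 was 4.46 and that of Irf7 was 1.68, and neither difference between the subsets was called by the interaction (adjusted p of 1.00 for Irf3 and 0.114 for Irf7 from edgeR's test). DESeq2 called the interaction for Irf7 and not for Irf3, and it called both genes in CCR2- CRMs. Without library 3 of both ages it called Irf7 and not Irf3.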

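A preset list of 67 DNA replication and repair genes had a median log2 fold change of 0.80 in CCR2- CRMs (adjusted p = 0.0205, camera), with 42 genes higher in aged mice. In CCR2+ CRMs its median was 1.10 (adjusted p = 0.547, camera), or 1.14 without 1 gene that had at most 3 counts in every library of CCR2+ CRMs, and it moved to 0.23 without replicate 1 of aged CCR2+ CRMs and to 2.12 without replicate 2 of young CCR2+ CRMs. DESeq2 called 14 of 59 genes of the list upregulated and 1 downregulated in CCR2- CRMs, where it called 10.6% of all genes upregulated. In CCR2+ CRMs it called 3 upregulated and 4 downregulated of 57.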

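Of the 52 tested ER stress genes, 32 were higher in aged CCR2+ CRMs and 25 in aged CCR2- CRMs. The study's own list for the response to ER stress (Suppl. Fig. 2D) held 32 genes, all of them higher in aged CCR2+ CRMs, with a median log2 fold change of 4.38 and a range of 3.26 to 12.49. DESeq2 called 32 of these genes, and 15 without library 3 of CCR2+ CRMs of both ages. In edgeR's fits, leaving out library 3 of CCR2- CRMs can change calls in CCR2+ CRMs because the groups were fitted together. Which part of the fit did so was not tested. From the upregulation of ER stress, the paper proposes a role for ER stress in chronic inflammation of CCR2+ CRMs.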

More distinctively, multiple genes of complement system are significantly upregulated in CCR2^–^ CRMs during aging, and may serve as an amplification or initiation mechanism for local chronic inflammation in heart aging, which could lead to age-related myocardial hypertrophy and cardiac fibrosis.

In this study, we subjected FACS-sorted cardiac macrophages to Smart-seq, together with scRNA sequencing data, to provide a more refined whole-exon transcriptomic profiling. And our study found that, with aging, cardiac macrophages skew towards chronic inflammation and endoplasmic reticulum stress. This process is also accompanied by a significant number of alternative splicing events related to immune response during aging. Meanwhile, cardiac resident macrophages may exert more influence on age-related alterations, such as promoting angiogenesis and wound healing, and pave the road ahead to further understand cardiac aging.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

All sequencing data newly generated have been deposited at the NCBI’s public functional genomics data repository Gene Expression Omnibus (The accession number for the dataset is: GEO: GSE253651, processed data are available on Series record, raw data are available in SRA) and will be made available upon publication.

## Abbreviations

C4b: Complement C4b
CCL8: C-C motif chemokine Ligand 8
CCR2: C-C Motif Chemokine Receptor 2
Cfb: Complement factor b
Cfh: Complement factor h
CRMs: Cardiac Resident Macrophages
CSF2: Colony Stimulating Factor 2
CXCL13: C-X-C motif Chemokine Ligand 13
DAF: Decay Accelerating Factor for complement
DAI: DNA-dependent Activator of Interferon regulatory factor
DEGs: Differentially Expressed Genes
ER: Endoplasmic Reticulum
FACS: Fluorescence-Activated Cell Sorting
FOLR2: Folate Receptor Beta
GO: Gene ontology
GRB2: Growth factor Receptor Bound protein 2
H&E: Hematoxylin and Eosin staining
IHC: Immunohistochemistry
IVRT: Isovolumic Relaxation Time
KEGG: Kyoto Encyclopedia of Genes and Genomes
LVAW;d: Left Ventricular Anterior wall; diastole
LVPW;d: Left Ventricular Posterior wall; diastole
LYVE1: Lymphatic Vessel Endothelial hyaluronan receptor 1
MPI: Myocardial Performance Index
NDUFA7: NADH: ubiquinone oxidoreductase subunit A7
NRROS: Negative Regulator of Reactive Oxygen Species
PCA: Principal Component Analysis
qPCR: quantitative Polymerase Chain Reaction
RAC1: RAC family small GTPase 1
RhoH: Ras homolog family member H
RIG-I: Retinoic acid-Inducible Gene-I
scRNA-seq: single-cell RNA sequencing
SASP: Senescence-associated Secretory Phenotype
TGF-β: Transforming Growth Factor beta
TIMD4: T cell Immunoglobulin and Mucin Domain containing 4
TNF: Tumor Necrosis Factor
UMAP: Uniform Manifold Approximation and Projection
WGA: Wheat Germ Agglutinin

# Supplementary material for: Transcriptomic profiling and regulatory pathways of cardiac resident macrophages in aging
**Source:** Cell Mol Life Sci. 2024 May 20;81(1):220. doi: 10.1007/s00018-024-05235-x
**Supplement:** Supplementary file 1 — Supplementary Material 1

## ***Supplementary Material***

### **Transcriptomic profiling and regulatory pathway of resident cardiac macrophages in aging**

**Guofang Xia<sup>1</sup>, Simeng Zhu<sup>1</sup>, Yujia Liu<sup>2</sup>, Jingwei Pan<sup>1</sup>, Xiaoqing Wang<sup>3</sup>,  
Chengxing Shen<sup>1</sup>, Ailian Du<sup>2</sup> and Congfeng Xu<sup>1</sup>**

## ***Supplementary Material***

**Supplementary Table 1. Primers used for qPCR**

| Targeted genes |    | Primer sequencing (5' to 3') |
|----------------|----|------------------------------|
| <i>C4b</i>     | F' | ACTTCAGCAGCTTAGTCAGGG        |
|                | R' | GTCCTTTGTTTCAGGGGACAG        |
| <i>C6</i>      | F' | TTTGCTGGTCATGCTGATTGA        |
|                | R' | TCTGGTCTCCTGCTTGATACAA       |
| <i>Grb2</i>    | F' | CCCTGTCCGTCAAGTTTGGAA        |
|                | R' | GGCATCTGTTCTATGTCCCGTAA      |
| <i>Rac1</i>    | F' | GAGACGGAGCTGTTGGTAAAA        |
|                | R' | ATAGGCCCGAGATTCACTGGTT       |
| <i>Rhoh</i>    | F' | CTACAAACCCACGGTGTACGA        |
|                | R' | CCGGATACTTCTGAAGGCGT         |
| <i>Nr2c2</i>   | F' | GACTCTGCGGTAGCCTCAC          |
|                | R' | AGGATGAACTGCTGTTTAGAGGA      |
| <i>Cfb</i>     | F' | GGAAGGAGGTGTACATCAAGAA       |
|                | R' | TGTAGAAGAGAGAAGCTTTGCA       |
| <i>Cxcl13</i>  | F' | TTGTGATCTGGACCAAGATGAA       |
|                | R' | GACTTTTGCTTTGGACATGTCT       |
| <i>Ccl8</i>    | F' | GAATCAACAATATCCAGTGCCC       |
|                | R' | TTGAGACTTCTGGTCAAGGATC       |
| <i>Ccl24</i>   | F' | AAAATTCCAGAAAACCGAGTGG       |
|                | R' | GGGGTCAGTACAGATCTTATGG       |
| <i>Igf1</i>    | F' | GAGGGGCTTTTACTTCAACAAG       |
|                | R' | TACATCTCCAGTCTCCTCAGAT       |
| <i>18s</i>     | F' | ACCGCAGCTAGGAATAATGGA        |
|                | R' | CAAATGCTTTCGCTCTGGTC         |

F': Forward; R': Reverse.

Supplementary Figure 1

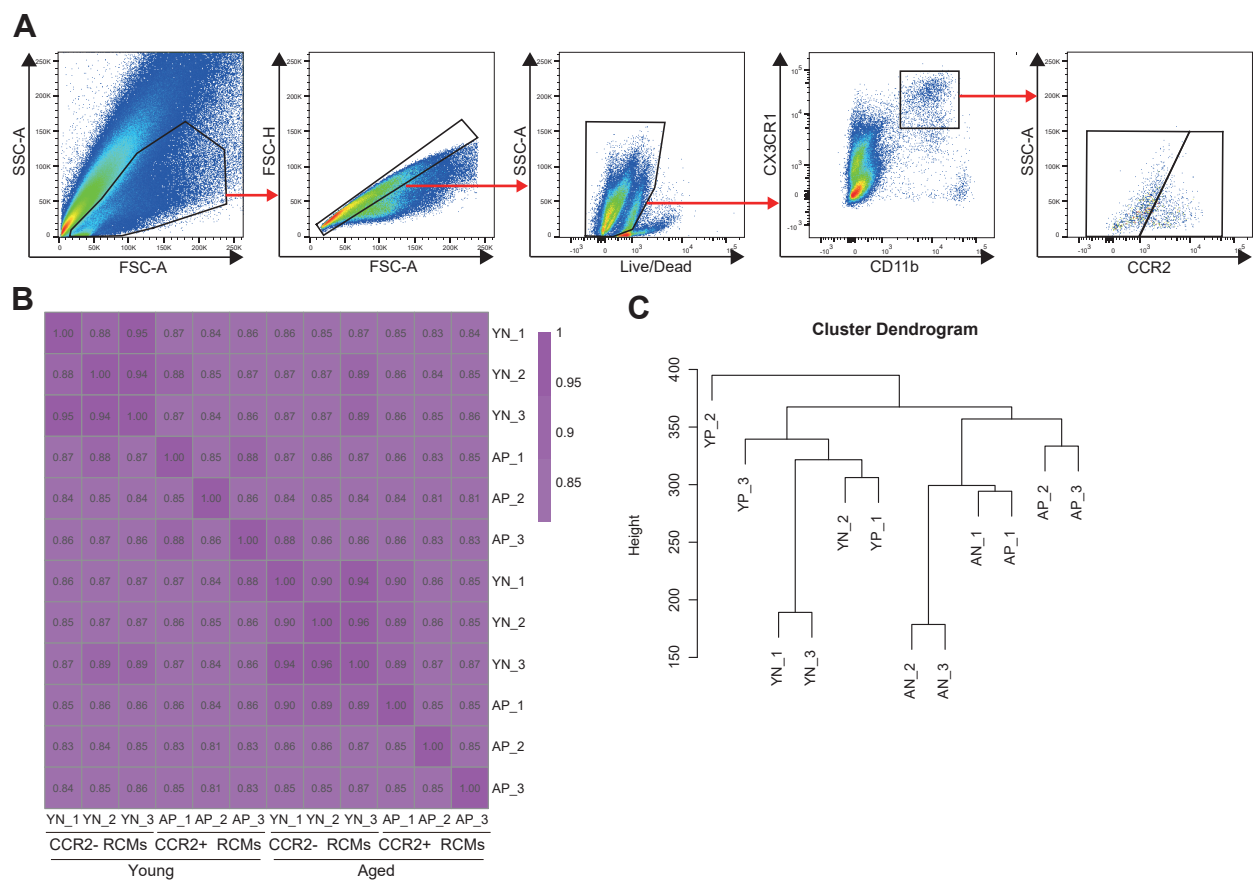

Suppl. Fig. 1 FACS sorting and SMART-sequencing quality control for cardiac macrophages from young and aged mice heart.

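Correlations between libraries were computed on log2(CPM + 1) over the tested genes, so that they are across genes, which are not independent replicates. Pearson's r had a median of 0.745 over the 12 pairs within a group, 0.693 over the 18 pairs between subsets of one age and 0.676 over the 36 pairs between ages. The 4 pairs of CCR2- CRMs that include library 3 stood at 0.879 to 0.944. Without them, the 8 remaining pairs within a group had a median of 0.703. Libraries 1 and 2 of CCR2- CRMs correlated at 0.677 in young and 0.748 in aged mice, the libraries of young CCR2+ CRMs at 0.614 to 0.663, and those of aged CCR2+ CRMs at 0.730 to 0.772. Over all genes with at least 1 count, the 3 medians were 0.814, 0.771 and 0.758.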

**A**, FACS gating strategy for CCR2<sup>-</sup> and CCR2<sup>+</sup> CRMs. **B**, Pearson correlation analysis between RNA-sequencing samples. **C**, Unsupervised cluster dendrogram between RNA-sequencing samples.

## Supplementary Figure 2

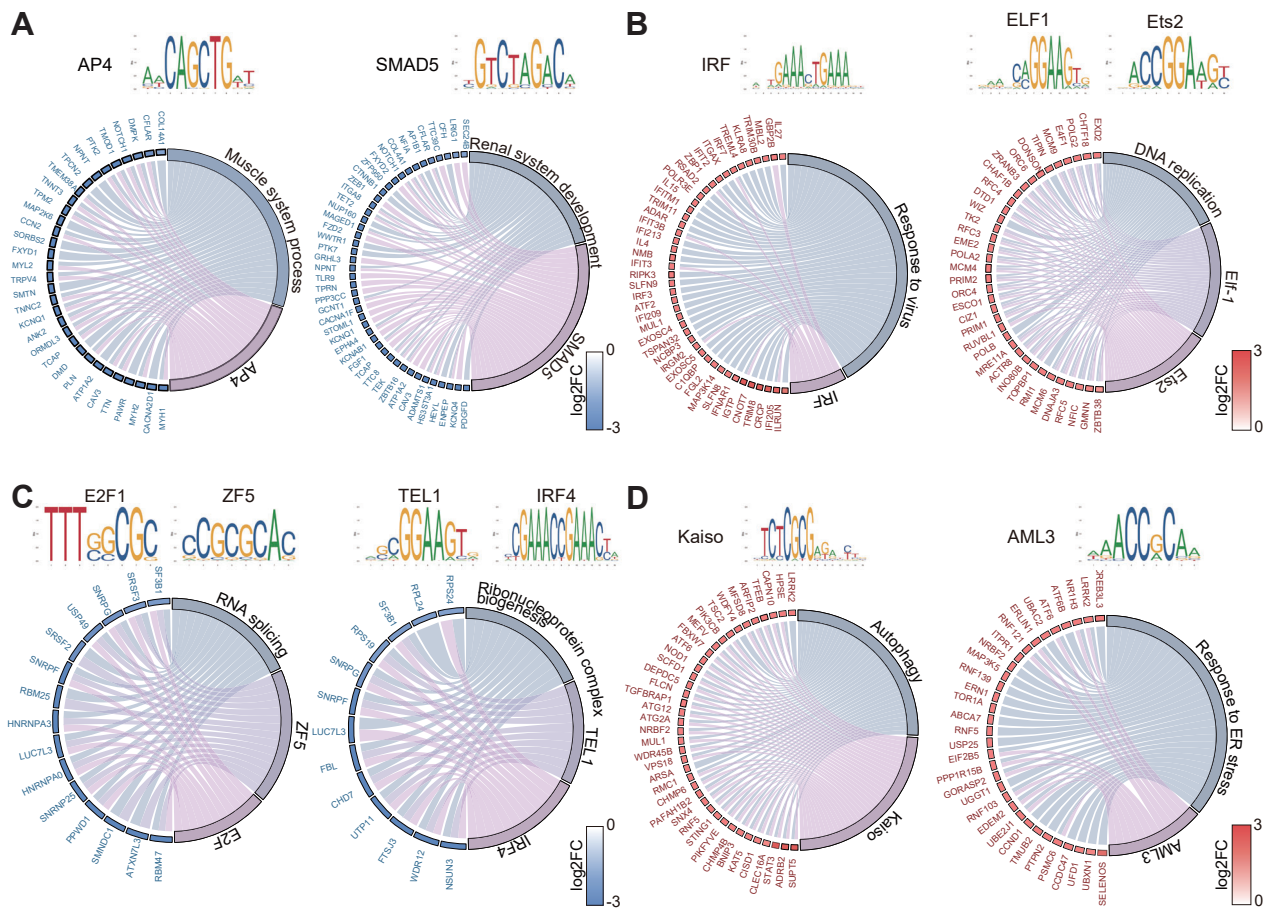

**Suppl. Fig. 2 Identification of transcription factors for major biological processes in aging.**

Transcription factors analysis for major enriched biologic processes in CCR2<sup>-</sup> CRMs in young mice **(A)**, CCR2<sup>-</sup> CRMs in aged mice **(B)**, CCR2<sup>+</sup> CRMs in young mice **(C)** and CCR2<sup>+</sup> CRMs in aged mice **(D)**.

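The plots of Suppl. Fig. 2 name the genes of 8 processes, which the study chose among its differentially expressed genes of these libraries. Every tested gene of each list had the direction the study gives. In CCR2- CRMs these were 29 genes of muscle system process and 38 of renal system development, lower in aged mice with median log2 fold changes of -6.50 and -5.71, or -6.30 and -5.57 with genes at or under 3 counts in one age set to their bound. The 42 genes of the response to virus and 36 of DNA replication were higher, with medians of 4.70 and 4.72. In CCR2+ CRMs the 15 genes of RNA splicing and 13 of ribonucleoprotein complex biogenesis were lower in aged mice, with medians of -2.75 and -2.84, and the 38 genes of autophagy and 32 of the response to ER stress were higher, with medians of 5.09 and 4.38. Over all tested genes, edgeR called 0 of them. When adjusted over the list alone, 24, 30, 39, 32, 7, 7, 38 and 32 genes passed an adjusted p of 0.05 in this order, which is not independent evidence because the lists were chosen on these samples. DESeq2 called 27, 35, 30, 27, 14, 13, 30 and 32 of them over all genes. Without library 3 of CCR2- CRMs of both ages it called 17, 21, 13 and 11 in the CCR2- lists. Without library 3 of CCR2+ CRMs of both ages it called 4, 2, 20 and 15 in the CCR2+ lists.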

## Supplementary Figure 3

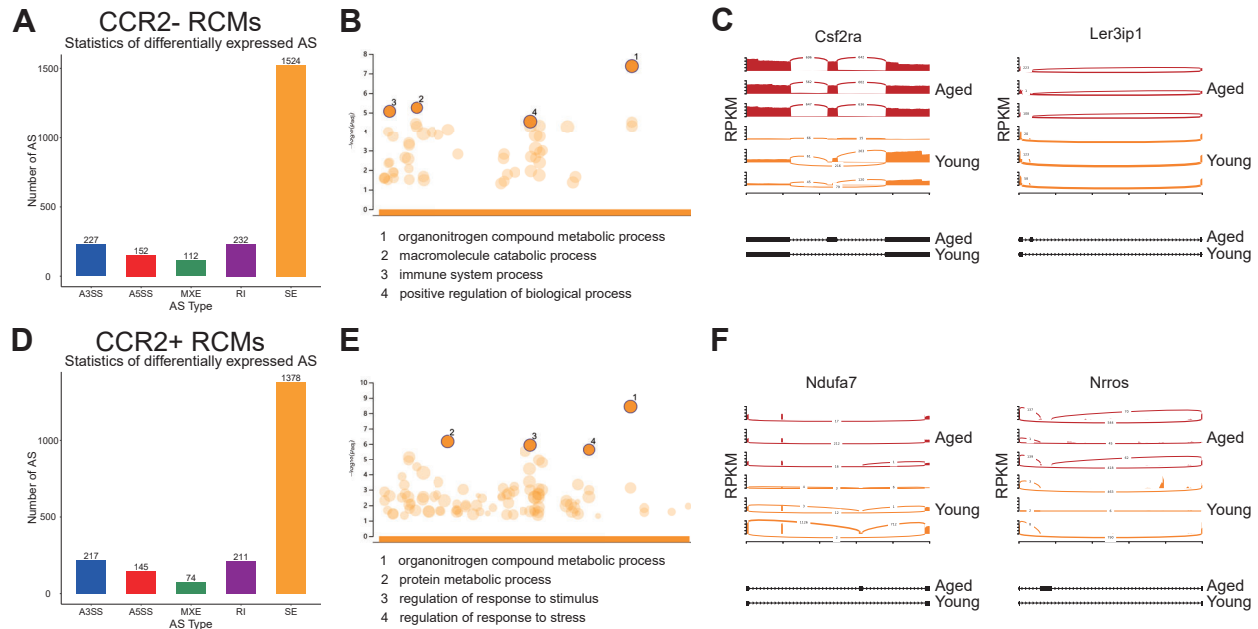

**Suppl. Fig. 3 Alternative splicing analysis for CRMs in aging.**

(**A and D**), Distribution of the five types of differentially expressed alternative splicing in aged CCR2<sup>-</sup> CRMs versus young CCR2<sup>-</sup> CRMs (**A**) and aged CCR2<sup>+</sup> CRMs versus young CCR2<sup>+</sup> CRMs (**D**). A3SS, alternative 3' splice site. A5SS, alternative 5' splice site. MXE, mutually exclusive exons. RI, retained intron. SE, skipped exon. (**B and E**), Gene ontologies enrichment for differentially expressed alternative splicing in CCR2<sup>-</sup> CRMs (**B**) and CCR2<sup>+</sup> CRMs (**E**) from aged mice versus young mice. (**C and F**) Schemes illustrate the representative alternative patterns in CCR2<sup>-</sup> CRMs (**C**) and CCR2<sup>+</sup> CRMs (**F**) from aged mice versus young mice.

How the deposited data were processed for this re-analysis (not part of the article)

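RNA was measured in 18 libraries of sorted CRMs, 3 for each subset from young mice (3 months), aged mice (20 months) and mice on a high-fat diet. Groups were taken from the sample labels, with the mice named as controls read as the young mice. The authors trimmed reads with Cutadapt, mapped them with HISAT2, assembled them with StringTie and deposited the counts per gene without normalization, as whole numbers for 55401 Ensembl genes. Every column of the table belonged to 1 sample. Gene names and coordinates came from GENCODE M21 on GRCm38, which gave a symbol for 55141 genes and none for 260. The release behind the authors' table is not stated beyond its number, so a symbol can differ from the one the authors used.

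Differential expression was computed from the counts with edgeR 4.0.16 in R 4.3.3, using its filterByExpr filter, TMM factors and quasi-likelihood test with Benjamini-Hochberg adjustment. The 12 young and aged libraries were fitted together by group for the aging, subset and interaction comparisons, and the comparison over both subsets used age and subset as terms. The 18 libraries were fitted together for the high-fat diet, with 15456 genes tested. Genes were called at an adjusted p under 0.05 and a log2 fold change beyond 2 in either direction. Gene lists were tested with camera at a preset correlation of 0.01 between genes, and cell type lists were summed as CPM with TMM library sizes. Principal components used the 500 most variable genes after the variance stabilizing transformation of DESeq2 1.42.0, and correlations used log2(CPM + 1). The named genes are those the paper names for these libraries in its text and in the figures listed beforehand, and the text summarises the others as counts. The result for 1 gene is not reported here. The rule also took, for each aging comparison, up to 3 called genes in either direction with the smallest p, which added none because 0 genes were called. The 14 process lists, 11 cell type lists and 8 study lists were fixed beforehand. They were matched by symbol, and 2 genes of the study's lists and 1 gene of its PRR scheme were not matched.

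Total counts of the 12 young and aged libraries ran from 39753911 to 56541280, so that 3 counts stand for 0.0531 to 0.0755 CPM. Depth was less of a limit than the spread between replicates, with a median dispersion per gene of 1.31. On data simulated for 14192 genes, 200 of them changed by a log2 fold change of 3, edgeR, limma-voom and DESeq2 recovered 98.5% to 99% at a dispersion of 0.1. At the dispersion of the data edgeR and limma-voom recovered 0.5% with 0 false calls, and DESeq2 recovered 11% with 95 false calls. With library 3 of CCR2- CRMs simulated as a sum of libraries 1 and 2, false calls rose to 24 in edgeR, 719 in edgeR on only the compared libraries, 3862 in limma-voom and 1262 in DESeq2. Camera was tested on simulated data of 13720 genes and told a list of 38 changed genes from a list of unchanged ones.

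The alternatives were DESeq2 on all or only the compared libraries, limma 3.58.1 voom with sample quality weights, RLE factors, library size alone, no filter, at least 10 counts in every library, only the compared libraries, all 18 libraries, robust dispersion, a replicate block, other thresholds, camera with an estimated correlation, fry, and leaving out each replicate. Other alternatives were chosen after seeing the data, namely leaving out 1 library number of a subset at both ages and minimum mean levels of 10 to 200 CPM. Groups were also compared with other splits of the same libraries. Figures were drawn with matplotlib 3.10.9 and numpy 2.4.6 in Python 3.11.15. Single-cell data, qPCR, flow cytometry, histology, splicing events and transcription factor enrichment were not analysed here.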

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

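The tests of other splits, of shared control libraries and of low-input libraries were planned beforehand, and the shuffling of genes within libraries was chosen only after the diet result was seen.

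Between high-fat diet and young control CCR2+ CRMs, 19 genes were called, 17 higher and 2 lower on the diet. This stands out because it is a signal in libraries the paper does not report. Batf had the smallest adjusted p, 0.00879 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, at a log2 fold change of 5.02 (standard error 0.66). In CCR2- CRMs 0 genes were called, with 2839 at an unadjusted p under 0.05. The 19 genes depended on the fit, with 0 called when replicate 1 of high-fat diet CCR2+ CRMs was left out, 42 without replicate 1 of young CCR2+ CRMs, and 0 with RLE factors.

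All 19 genes changed in the same direction in aged CCR2+ CRMs, which decides nothing, because they were selected against the same young libraries that serve as controls there. Of the 19 genes, 17 were missing from all 3 young CCR2+ libraries, and 11 had the same direction on the diet in CCR2- CRMs. Over 15456 genes the diet and aging log2 fold changes in CCR2+ CRMs correlated at 0.724, above the 0.518 reached at most by 100 simulated unchanged groups against the same controls. In CCR2- CRMs they correlated at 0.688, against 0.516. The simulation gave all groups the same spread and held no mixed library 3. Real young CCR2+ libraries correlated with each other at only 0.614 to 0.663, against 0.730 to 0.772 in aged ones. Controls with a wider spread would raise the simulated correlation, so it does not decide whether shared controls are the whole cause of the resemblance. Genes missing from single libraries independently of each other do not account for the number of called genes. Libraries with genes shuffled within expression bins gave 15 calls at the median and 26 at most, against 98 observed on the same 12161 genes.

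Among the 10 possible splits of the 6 CCR2+ libraries into 3 and 3, 1 gave as many called genes as the real one, which is the real one itself, so chance and the diet cannot be told apart at this group size. For CCR2- CRMs the 10 of 10 splits that gave as many decide nothing, since the number was 0, and at an unadjusted p the real split gave the most, 2839. An effect of the diet and a state common to the 3 young CCR2+ libraries, for example in sorting or library preparation, both remain open, because no table holds a batch or date for these libraries. Neither was tested as a batch. The age of the high-fat diet mice and the length of the diet are not given. A difference in age from the controls therefore also stays open, for the called genes and for the resemblance to aging.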

How the results depend on the processing

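The alternatives below were set before the data were examined unless they are said to have been chosen after seeing the data, and for each changed result the cause was not tested except where stated. Of 824 values of 30 results for named genes under alternatives, 685 kept direction and side of the threshold, 6 were weaker, 102 stronger and 31 reversed, the last for 4 results. Of 560 values of 28 list results, 493 kept both, 27 were weaker, 2 stronger and 38 reversed, the last for 18 results. Robust dispersion and dropping the fold-change threshold changed no total count by more than 1.5 times, while genes lower over both subsets went from 65 to 101 without the threshold.

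With DESeq2 the upregulated and downregulated genes were 1497 and 1275 in CCR2- CRMs and 1084 and 1010 in CCR2+ CRMs, with 1594 for the interaction, 2506 over both subsets (1313 up, 1193 down, against 565 and 65), 2939 between young subsets (1426 up, 1513 down, against 15 and 70), 1152 between aged subsets, 1842 for the diet in CCR2- CRMs, 2603 in CCR2+ CRMs (1129 up, 1474 down, against 17 and 2) and 208 study-list genes. DESeq2 on the 6 compared libraries gave 2441 and 1562 in CCR2- CRMs, 317 and 119 in CCR2+ CRMs, and 170 study-list genes. Limma-voom gave 3118 and 1625 in CCR2- CRMs, 53 for the interaction, 3262 over both subsets (2384 up, 878 down), 483 and 95 between young and aged subsets (235 up, 248 down and 59 up, 36 down), 2018 and 2 for the diet in CCR2- CRMs and CCR2+ CRMs (1182 up, 836 down and 1 each way), and 142 study-list genes.

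RLE factors gave 175 genes over both subsets (94 up, 81 down), 10 between young subsets (10 up, 0 down) and 0 for the diet in CCR2+ CRMs. Library size alone gave 2 upregulated genes in CCR2- CRMs, 305 and 11 in CCR2+ CRMs, 44 for the interaction, 194 between young subsets (22 up, 172 down), 183 for the diet in CCR2+ CRMs (174 up, 9 down) and 28 study-list genes. No filter gave 2 upregulated genes in CCR2- CRMs, 47 and 250 in CCR2+ CRMs, 356 for the interaction (148 up, 208 down), 390 over both subsets (241 up, 149 down), 183 between young subsets (161 up, 22 down, against 15 and 70), 453 for the diet in CCR2+ CRMs (314 of them down, the others up, against 2 of 19 down) and 3 study-list genes. At least 10 counts in every library gave 148 and 16 in CCR2+ CRMs, 46 for the interaction, 427 between young subsets (112 up, 315 down), 198 for the diet in CCR2+ CRMs (164 up, 34 down), 4 process lists and 10 study-list genes. This filter need not remove every gene missing from a library, since only 106 of 17828 missing values stood at 0 counts. Fitting only the compared libraries gave 769 and 146 in CCR2- CRMs, 0 between young subsets, 0 for the diet in CCR2+ CRMs and 56 study-list genes. All 18 libraries gave 14 for the interaction. Unadjusted p gave 2114 and 1077 in CCR2- CRMs, 2838 and 828 in CCR2+ CRMs, 2508 over both subsets (1961 up, 547 down), 3883 and 1803 between young and aged subsets (1661 up, 2222 down and 1053 up, 750 down), and 2839 and 3568 for the diet in CCR2- CRMs and CCR2+ CRMs (2024 up, 815 down and 2278 up, 1290 down).

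A replicate block gave 104 genes over both subsets, 0 between young subsets and 3 for the diet in CCR2+ CRMs. Replicate numbers did not pair the libraries, since across genes the residuals of equal numbers correlated at a median of -0.00164 over 18 pairs against 0.000711 over 36 pairs of unequal numbers. The block is therefore no pairing of libraries. It also moved the estimates, with the median log2 fold change of all genes in CCR2+ CRMs going from 0.20 to 0.44.

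Camera with an estimated correlation called 0 lists. The first principal component held 18.4% with all genes, 31.2% with log2(CPM + 1), 31.1% with all 18 libraries and 38.1% without library 3 of CCR2- CRMs, the last chosen after seeing the data. The median correlations between subsets and between ages were 0.771 and 0.758 with all genes.

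Across fits that each left out 1 replicate, the aging counts ranged from 0 to 0 in CCR2- CRMs in both directions, from 0 to 0 upregulated and 0 to 2 downregulated in CCR2+ CRMs, 0 to 8 for the interaction, 0 to 596 over both subsets, 0 to 1.0e+02 (rounded to 2 digits) between young subsets, 0 to 0 between aged subsets, 0 to 0 for the diet in CCR2- CRMs and 0 to 42 in CCR2+ CRMs. Called lists ranged from 7 to 10, and the first component from 33.1% to 38.6%.

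Other settings were chosen after seeing the data. Leaving out library 3 of CCR2- CRMs gave 0 genes over both subsets and 0 between young subsets, and DESeq2 gave 1270 over both subsets. With DESeq2, library 1, 2 or 3 of the compared subset was also left out at both ages. This gave 450 and 541, 588 and 645, or 436 and 657 in CCR2- CRMs. In CCR2+ CRMs it gave 1002 and 1283, 845 and 995, or 965 and 1034. Only the compared CCR2- libraries without library 1 or 2 gave 816 and 392, or 463 and 286, and limma-voom without library 3 gave 2 and 4. A mean of at least 30 CPM gave 31 and 1 in CCR2- CRMs and 241 and 26 in CCR2+ CRMs, at least 50 CPM gave 10 upregulated in CCR2- CRMs and 1.2e+02 (rounded to 2 digits) and 15 in CCR2+ CRMs, at least 100 CPM gave 8 upregulated in CCR2- CRMs and 21 and 3 in CCR2+ CRMs, and at least 200 CPM gave 4 upregulated in CCR2- CRMs and 5 and 1 in CCR2+ CRMs. Without library 3 of CCR2- CRMs, these minimum levels gave 0 genes in CCR2- CRMs, and in CCR2+ CRMs they gave 7 and 1 at 100 CPM and 0 at 30, 50 and 200 CPM.

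Directions of small changes reversed. In CCR2- CRMs RLE factors turned Grb2, Il1b and Tnf to -0.26, -0.22 and -0.29, and DESeq2 to -0.23, -0.19 and -0.26. DESeq2 on 6 libraries turned Grb2 and Tnf to -0.0377 and -0.0733, and after seeing the data DESeq2 without library 1 turned the 3 genes to -0.62, -0.42 and -1.19, DESeq2 without library 3 to -0.29, -0.30 and -0.29, and the compared libraries without library 1 turned Tnf to -0.47. In CCR2+ CRMs Tnf was 0.31 with library size alone, 0.14 with a replicate block and 0.11 with limma-voom. With settings chosen after seeing the data it was 0.13 with DESeq2 without CCR2+ library 1, 0.88 with the compared libraries without it, 0.17 with limma-voom without library 3 of CCR2- CRMs, and 0.0580, 0.24 and 0.26 at means of at least 50, 100 and 200 CPM, or 0.0046, 0.11, 0.24 and 0.27 at 30, 50, 100 and 200 CPM without library 3 of CCR2- CRMs.

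For lists, RLE factors turned TNF signaling, phagocytosis, respiratory burst and immunoglobulin in CCR2- CRMs to -0.25, -0.31, -0.31 and -0.14, and autophagy in CCR2+ CRMs to -0.68. Library size alone turned splicing, ER stress and autophagy in CCR2- CRMs to 0.10, 0.21 and 0.0285, and complement, TNF signaling, phagocytosis, wound healing, splicing, respiratory burst and immunoglobulin in CCR2+ CRMs to 0.26, 0.27, 0.38, 0.16, 0.15, 0.37 and 0.20. These are shifts of all genes together, by construction of a scaling. No filter turned splicing and ER stress in CCR2- CRMs to 0.0689 and 0.10. At least 10 counts turned TNF signaling, phagocytosis and immunoglobulin in CCR2- CRMs to -0.0385, -0.0037 and -0.0822, and autophagy in CCR2+ CRMs to -0.20. The replicate block turned splicing, ER stress and autophagy in CCR2- CRMs to 0.0579, 0.0566 and 0.0208, and splicing and respiratory burst in CCR2+ CRMs to 0.0426 and 0.0558.

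Without 1 replicate, Tnf ranged from -0.32 to 0.57 in CCR2- CRMs and -0.79 to 0.89 in CCR2+ CRMs. In CCR2- CRMs complement ranged from -0.38 to 0, splicing from -0.21 to 0.21, ER stress from -0.13 to 0.15 and immunoglobulin from -0.0318 to 0.62. In CCR2+ CRMs interferon ranged from -0.0196 to 2.76, nucleic acid sensing from -0.13 to 3.21, wound healing from -0.82 to 0.92, splicing from -0.43 to 0.29 and respiratory burst from -0.49 to 0.0225.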

Differences from the paper's values

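The alternatives named here were set before the data were examined, except where one is said to have been chosen after seeing the values.

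The paper counts 4265 differentially expressed genes, the sum of its 4 numbers, where edgeR called 0. The sum was 4743 with limma-voom, 4866 with DESeq2 and 4439 with DESeq2 on the 6 compared libraries, which do not differ from the paper's by the 1.5-fold rule. All other alternatives differ, at 0 with RLE factors, robust dispersion, the replicate block, all 18 libraries and no fold-change threshold, 318 with library size alone, 299 with no filter, 164 with at least 10 counts in every library, 915 with only the compared libraries and 6857 with unadjusted p. For upregulated genes in CCR2- CRMs, the paper's 1451 stands against 0, and DESeq2 (1497) and unadjusted p (2114) do not differ from it. For downregulated genes in CCR2- CRMs, the paper's 1265 stands against 0, and limma-voom (1625), DESeq2 (1275), DESeq2 on 6 libraries (1562) and unadjusted p (1077) do not differ. For upregulated genes in CCR2+ CRMs, the paper's 1089 stands against 0, and only DESeq2 (1084) does not differ. The other alternatives left these 3 gaps open. For downregulated genes in CCR2+ CRMs, the paper's 460 stands against 0 and no single alternative closed the gap, with 1010 by DESeq2, 119 by DESeq2 on 6 libraries, 250 with no filter and 828 with unadjusted p. The paper's methods name DESeq2. Among settings chosen after seeing the values, DESeq2 without library 1 or 2 of CCR2+ at both ages gave 1002 and 845 upregulated genes, and without library 3 it gave 965, which are also within 1.5-fold of the paper's 1089.

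An unadjusted p combined with another setting, a pairing chosen after seeing the values, came within 1.5-fold of each of the 5 numbers. For the paper's 460 these were at least 10 counts in every library (450), only the compared libraries (497), the replicate block (419), library size alone (582), limma-voom (311), only the compared libraries without CCR2+ library 1 (543), leaving out library 3 of CCR2- CRMs (687), limma-voom without it (379), and a mean of at least 10 CPM with it (558) and without it (392). For the paper's 1089 these were RLE factors (1482), at least 10 counts (1472), limma-voom (1170), limma-voom without library 3 of CCR2- CRMs (1588), the compared libraries without CCR2+ library 1, 2 or 3 (1409, 1128 and 1217), and a mean of at least 10 CPM with library 3 of CCR2- CRMs (1287) and without it (1087). For the paper's 1451 these were RLE factors (1709), at least 10 counts (1081), robust dispersion (2039), the replicate block (1682), all 18 libraries (2053), no fold-change threshold (2143), DESeq2 without library 1, 2 or 3 of CCR2- CRMs (1423, 1274 and 1287), the compared libraries without library 2 (1785), and 5 fits that each left out 1 CCR2- replicate (1331 to 1724). For the paper's 1265 these were RLE factors (1370), library size alone (945), no filter (1443), robust dispersion (1057), the replicate block (970), limma-voom (1872), all 18 libraries (1182), only the compared libraries (1032), no fold-change threshold (1153), DESeq2 without library 1, 2 or 3 (1207, 1202 and 1444), the compared libraries without library 1 or 2 (1184 and 1350), limma-voom without library 3 (948), and 6 fits that each left out 1 CCR2- replicate (951 to 1292). For the sum of 4265 these were at least 10 counts (3370), the replicate block (4951), only the compared libraries (5807), leaving out library 3 of CCR2- CRMs (4622), limma-voom without it (3872) and a mean of at least 10 CPM (3212).

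Libraries 1 and 2 of young CCR2- CRMs correlate at about 0.88 in Suppl. Fig. 1B, read by eye, against 0.677 here, and none of the alternatives closed the gap (0.755 with all genes, 0.695 with log2(CPM + 0.1), 0.720 with Spearman's coefficient). For aged CCR2- CRMs the figure shows about 0.90, read by eye, against 0.748, and only all genes with at least 1 count (0.818) closed the gap, while log2(CPM + 0.1) at 0.736 and Spearman's coefficient at 0.756 did not.

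For genes and directions, the paper counts DAF among the negative regulators that go down in CCR2- CRMs, where Cd55 had a log2 fold change of 4.13 and DESeq2 called it upregulated on all libraries, but not without library 3 of both ages. Fig. 6F marks Swap70 as lower, where it had a log2 fold change of 5.82 and DESeq2 called it upregulated. The figure marks Rac1 as higher, where it had -0.60. It also marks Rhoh as higher while Fig. 4A labels it among downregulated genes, and here it had -5.81, with DESeq2 calling it downregulated on all libraries and giving it no adjusted p without library 3 of both ages. Of the phagocytosis genes marked as higher, 7 of 16 were higher, and of the complement genes marked as higher, 5 of 8. The paper's discussion has Il1b and Tnf going up in CRMs, where in CCR2+ CRMs they had -0.74 and -0.27. In CCR2- CRMs they had 0.32 and 0.20, the direction the paper gives. The sign of Tnf in CCR2+ CRMs was not stable, with 0.89 without replicate 1 of young CCR2+ CRMs. The text has splicing genes going up in both subsets, while Suppl. Fig. 2C places the RNA splicing genes with young CCR2+ CRMs, and here these had a median of -2.75 in aged CCR2+ CRMs.

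The paper calls genes that edgeR did not. In CCR2- CRMs, Cfb, C6, Irf3, Irf7 and Zbp1 were called upregulated by DESeq2 on all or only the compared libraries and by limma-voom. DESeq2 on all libraries gave no adjusted p for C4b, which DESeq2 on the 6 compared libraries, limma-voom and edgeR on only the compared libraries called, as edgeR on these also did for Cfb, Irf7 and Zbp1. Irf7 was also called with no filter. Without library 3 of both ages, chosen after seeing the values, DESeq2 no longer called Cfb, C6 and Irf3. After seeing the values, edgeR on the compared libraries without library 1 called Cfb, C4b, C6, Irf3, Irf7 and Zbp1, and without library 2 Cfb, C4b, Irf7 and Zbp1. DESeq2 called C6, Irf3 and Irf7 without library 1, and Irf7 and Zbp1 without library 2 or 3, and means of at least 30 to 200 CPM called Irf7. No setting called Cxcl13, Ccl8, Grb2, Rac1, Il1b or Tnf.

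Among processes the paper names, camera did not call the complement, TNF signaling, phagocytosis or wound healing lists in CCR2- CRMs, or the autophagy, immunoglobulin and respiratory burst lists in CCR2+ CRMs. Camera with no filter called TNF signaling in CCR2- CRMs, and fry called autophagy in CCR2+ CRMs. DESeq2 called 8 of 26 complement genes upregulated and 3 downregulated in CCR2- CRMs.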

Other observations

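Tests of library 3, of sums put in its place, of shuffled genes, of low levels in missing genes, of depth and of splits without library 3 were chosen only after the results were seen, as were the other splits for the interaction and for the lists. Those of cardiomyocyte, fibroblast and B cell RNA, of low-input libraries, of dissociation stress and of other splits were planned beforehand.

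In CCR2- CRMs, library 3 of each age lay between libraries 1 and 2 gene by gene. A fit of library 3 as a weighted sum gave weights of 0.506 and 0.491 in young and 0.431 and 0.566 in aged mice, with median deviations of 4.60% and 4.69%, against 56.1% or more in the 16 other libraries. For 3 independent samples the share of genes between the others would be near that of the other libraries, and at 99.5% this explanation is excluded. Material or reads of replicates 1 and 2 combined fits, since at least 97.8% of genes missing from 1 of them stood at 25% to 75% of the other's level. In simulated data of 14192 genes, a sum gave 100% and an independent library 44.7%. The reads of libraries 1 and 2 drawn again are excluded, as the squared deviations were at least 8.45 times those of counting. Whether RNA, cells or cDNA was pooled stays open, and no biological explanation was tested.

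The third CCR2- libraries bear on the number of calls. On the 6 compared libraries edgeR called 915 genes, 1208 without library 1, 749 without library 2 and 0 without library 3. Sums of libraries 1 and 2 in place of CCR2+ library 3 raised the CCR2+ number from 0 to 2964, and DESeq2's from 2094 to 5560. Both fit the explanation that a library made from the other 2 raises the number in any group. DESeq2 called 2150 genes in CCR2- CRMs on the 11448 genes used for shuffling, and 2128 at the median (2061 to 2237 over 10 draws) when genes were shuffled within expression bins with library 3 kept as a mixture. Of these calls 1260 were higher in aged mice, against 1090 at the median (1056 to 1140), and 890 lower, against 1045 (999 to 1097). Missing genes independent of each other, with a mixed library, thus fit the total and the number of lower genes, of which they give more than observed, and are excluded only as the whole cause of the higher genes, which exceed the draws. With library 3 shuffled like the others it called 236 (172 to 279 over 10 draws). For CCR2+ CRMs the first kind of shuffling gave 1405 and the second 662, against 2449 observed, and in the first kind 474 were higher and 935 lower, against 1122 and 1327, and so missing genes independent of each other do not account for the CCR2+ number.

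Among splits of 6 libraries into 3 and 3, as many called genes as the real grouping came from 10 of 10 for aging in CCR2- CRMs, for aging in CCR2+ CRMs and between aged subsets. These decide nothing, since the real number was 0. Between young subsets 1 of 10 did, the real one. At an unadjusted p the real split gave the most genes of 10 in each, 3191 and 3666 for aging in CCR2- CRMs and CCR2+ CRMs, 3883 between young subsets and 1803 between aged subsets. The smallest share 10 splits allow is 1 of 10, so age or subset and chance cannot be told apart. DESeq2 called 2772 genes in CCR2- CRMs against 606 at most in the 9 other splits, and 2094 in CCR2+ CRMs against 1197 at most. Over both subsets 630 genes were called and 1 of 100 splits, the real one, reached that, with 3 at most in the others. Most of these splits part a mixed library 3 of CCR2- CRMs from at least 1 of its sources. Among the 20 that keep the CCR2- grouping and regroup only CCR2+ libraries, the real one was again the only one to reach 630, with 3 at most in the others, and 1 of 20 is the smallest share they allow. Without library 3 of CCR2- CRMs the number over both subsets was 0. In a test chosen after these values were seen, 1 of the 60 splits of the 10 libraries left, the real one, gave as many genes at an unadjusted p as its 2289, with 1958 at most in the others. These splits argue against chance as the whole cause of the difference between ages over both subsets but do not exclude it. The last test was chosen after seeing values, and 1 of 60 is the smallest share its splits allow. The number of 630 called genes still needs library 3 of CCR2- CRMs. DESeq2's 10 splits of CCR2- libraries do not decide, since only the real one leaves each mixed library 3 with both its sources. For the interaction 100 of 100 splits gave as many as the 0 genes called, which decides nothing either. For the process lists 11 of 100 splits gave as many as the 10 called, with a median of 5 in the others, so that chance fits the number of lists.

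Muscle contraction genes were lower in aged CCR2- CRMs. The test set beforehand gave what cardiomyocyte RNA in young libraries would give, a median log2 fold change of -2.66 over 6 other cardiomyocyte genes, with 4 lower. A second test, chosen only after that value was seen, argued against this source. Myh6, Actc1, Tnni3 and Tnnc1 reached 0.826 CPM at most in young CCR2- CRMs, while Acta1 stood at 472, 2.65 and 230 CPM and Ttn at 99.8, 0.957 and 49.6 CPM in libraries 1 to 3. The summed mural list stood at 873, 32.2 and 383 CPM in the same libraries and at 1.09 to 63.1 CPM in aged CCR2- CRMs. Mural or skeletal muscle RNA and a change with age were not tested and stay open.

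Wound healing genes in CCR2- CRMs and immunoglobulin genes in CCR2+ CRMs cannot be told apart from RNA of other cells. For the first, 7 fibroblast markers outside the list had a median of -0.80, 5 of them lower, while their sums overlapped between ages. For the second, 1 B cell marker was tested, at -1.95. The summed B cell markers of this test stood at 0.374 to 0.571 CPM in young and 0.139 to 0.504 CPM in aged CCR2+ libraries. At such low and overlapping levels the value of -1.95 decides nothing. Cell stress during dissociation stays open as a shared cause. The immediate early list had medians of 0.22 in CCR2- CRMs and -0.26 in CCR2+ CRMs, which the prediction set beforehand would count against it, but 7 of its 17 genes were lower in the first and 9 in the second, so medians near 0 decide nothing.

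Of DESeq2's aging calls, 11.1% were at or under 3 counts in a library of the higher group. By the prediction set beforehand this would count against genes caught in only some low-input libraries. The test was judged void after the values were seen and cannot tell, because missing genes keep reads above 3 counts. Of 17828 missing values only 2.40% lay under 1% of the level in the other libraries, with quartiles of 3.13% and 5.91%, which fits reads of other libraries counted in a library. By the level in the high-fat diet libraries, 2775 of 4866 calls were missing from 1 or 2 libraries of the higher group and 77.1% from all 3 of the lower group. The second share was 94.0% of upregulated and 79.4% of downregulated genes in CCR2- CRMs. In CCR2+ CRMs it was 99.4% of upregulated but only 25.1% of downregulated genes. By the level in the high-fat diet libraries, young CCR2+ libraries missed 39.4% to 58.7% of genes and aged ones 6.66% to 17.8%. The median total count was 45682735 in young and 40889333 in aged CCR2+ CRMs, which excludes a lower depth as the cause. A biological difference and a difference in capture between young and aged CCR2+ CRMs stay open.

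The Y-linked genes Ddx3y, Kdm5d and Eif2s3y stood at 2.01 CPM or less in all 18 libraries, and Uty at 61.6, 31.3 and 9.31 CPM in libraries 2 and 3 of young CCR2- CRMs and library 1 of aged CCR2+ CRMs. Xist stood at 2.16 CPM in library 2 of young CCR2- CRMs, 3.63 and 2.79 CPM in library 3 of young and aged CCR2+ CRMs and 2.04 CPM in library 3 of high-fat diet CCR2- CRMs, and at 50.8 to 364 CPM in the 14 other libraries. Uty was 0.0657, 0.302 and 0 CPM in the last 3 of the 4 libraries low in Xist. These genes were chosen after their values were seen.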
